# Genome-wide CRISPR screen identifies noncanonical NF-κB signaling as a regulator of density-dependent proliferation

**DOI:** 10.7554/eLife.63603

**Published:** 2020-11-13

**Authors:** Maria Fomicheva, Ian G Macara

**Keywords:** homeostasis, cell cycle, epithelia, innate immunity, quiescence, cancer, Human, Mouse

## Abstract

Epithelial cells possess intrinsic mechanisms to maintain an appropriate cell density for normal tissue morphogenesis and homeostasis. Defects in such mechanisms likely contribute to hyperplasia and cancer initiation. To identify genes that regulate the density-dependent proliferation of murine mammary epithelial cells, we developed a fluorescence-activated cell sorting assay based on fluorescence ubiquitination cell cycle indicator, which marks different stages of the cell cycle with distinct fluorophores. Using this powerful assay, we performed a genome-wide CRISPR/Cas9 knockout screen, selecting for cells that proliferate normally at low density but continue to divide at high density. Unexpectedly, one top hit was *Traf3*, a negative regulator of NF-κB signaling that has never previously been linked to density-dependent proliferation. We demonstrate that loss of *Traf3* specifically activates noncanonical NF-κB signaling. This in turn triggers an innate immune response and drives cell division independently of known density-dependent proliferation mechanisms, including YAP/TAZ signaling and cyclin-dependent kinase inhibitors, by blocking entry into quiescence.

## Introduction

An important characteristic of epithelial cells is that, unlike fibroblasts, they do not undergo contact inhibition but continue to proliferate at confluence. This behavior enables the expansion of epithelial tissues during organismal growth without compromising the barrier function created by intercellular junctions. Importantly, however, proliferation is not indefinite but terminates at a preset cell density (Fomicheva et al., 2020). Stretching or wounding an epithelial sheet, which reduces the cell density, can reinitiate cell division (Aragona et al., 2013). Conversely, compression, which increases density, can result in extrusion and apoptosis of cells so as to bring the epithelial layer back to its homeostatic state (Eisenhoffer et al., 2012). This control mechanism that prevents tissue overgrowth is essential for normal development, and it is lost in hyperplasia and in cancer. However, the mechanisms that underlie homeostatic cell density maintenance remain incompletely understood.

One system through which epithelial cells can respond to changes in density is the Hippo pathway and its effectors YAP and TAZ. These transcriptional co-activators are nuclear at low cell density or under conditions of high mechanical strain, but become phosphorylated and are cytoplasmic (or junction-associated) and nonfunctional at high density and/or low strain (Dupont et al., 2011). Independently of YAP/TAZ, however, the polarity proteins LGL1/2 can also control density-dependent proliferation by inhibiting proteasomal degradation of the cyclin-dependent kinase inhibitor (CKI) CDKN1B (p27). Loss of LGL1/2 reduces the expression of p27, which is often upregulated at high cell density to arrest proliferation (Yamashita et al., 2015). Numerous studies on Hippo/YAP have demonstrated the complexity of this pathway, and several novel Hippo pathway components have been revealed over the past few years. In addition, as mentioned previously, Hippo-independent mechanisms have also been recently reported, such as the LGL/p27 pathway. It is, therefore, likely that other Hippo pathway components and/or currently unknown Hippo-independent signaling mechanisms exist; however, no strategy has been designed to identify such mechanisms.

With the goal of discovering novel factors that regulate epithelial homeostasis, we developed a powerful new assay based on a fluorescence-activated cell sorting (FACS) approach that we integrated with a genome-wide CRISPR/Cas9 sgRNA knockout (KO) screen to select for genes that are essential for cell cycle arrest at high density, but which do not impact proliferation of cells below the threshold for arrest. The screen employs a fluorescence ubiquitination cell cycle indicator (FUCCI) system to mark proliferating cells in S/G2/M phases of cell cycle with a green fluorescent protein, and cells in G1/G0 with a red fluorescent protein (Sladitschek and Neveu, 2015). We found that mammary EpH4 epithelial cells robustly arrest in G1 or G0 by 4 days post-confluency. When these cells were transduced with a pooled whole-genome CRISPR KO library, and then sorted 4 days post-confluencyfor cycling cells, we identified several candidate genes that may regulate cell density-dependent proliferation activity. The top hit was *Nf2* (also called *Merlin*), a known tumor suppressor that negatively regulates YAP/TAZ, which validated our approach (Petrilli and Fernández-Valle, 2016). A second, unexpected hit was *Traf3*, a negative regulator of NF-κB signaling, which has never previously been reported to regulate cell density-dependent proliferation. We demonstrate that loss of *Traf3* robustly and specifically activates the noncanonical NF-κB pathway. This in turn triggers an innate immune response and cell autonomously drives cell division independently of both YAP/TAZ signaling and CKIs, overriding these classical mechanisms of density-dependent proliferation control and preventing cells at high density from entering quiescence.

## Results

### A FUCCI-based screen for density-dependent cell cycle arrest

Our goal was to design a screen for the rapid and efficient selection of epithelial cells that continue to proliferate inappropriately at high cell density. For the screen, we needed to identify a cell line that retained epithelial features, including homeostatic density control. We chose the murine EpH4 mammary epithelial cell line for this screen, because EpH4 cells are highly polarized, form confluent epithelial sheets, and, most importantly, we confirmed that they efficiently arrest at high density. We also needed a tool to specifically identify and select cells that maintain proliferative activity at high density. To distinguish cycling from non-cycling cells, we established a stable EpH4 line that expresses ES-FUCCI, which labels cells in G1/G0 with mCherry and cells in S/G2/M with mCitrine (Figure 1A; Sladitschek and Neveu, 2015). As expected, the EpH4-FUCCI cells remain proliferative at 1 day post-confluency but very few cells cycle at high density, with only about 1% of cells expressing mCitrine at 4 days post-confluency (Figure 1B, Figure 1—figure supplement 1A).

**Figure 1.**
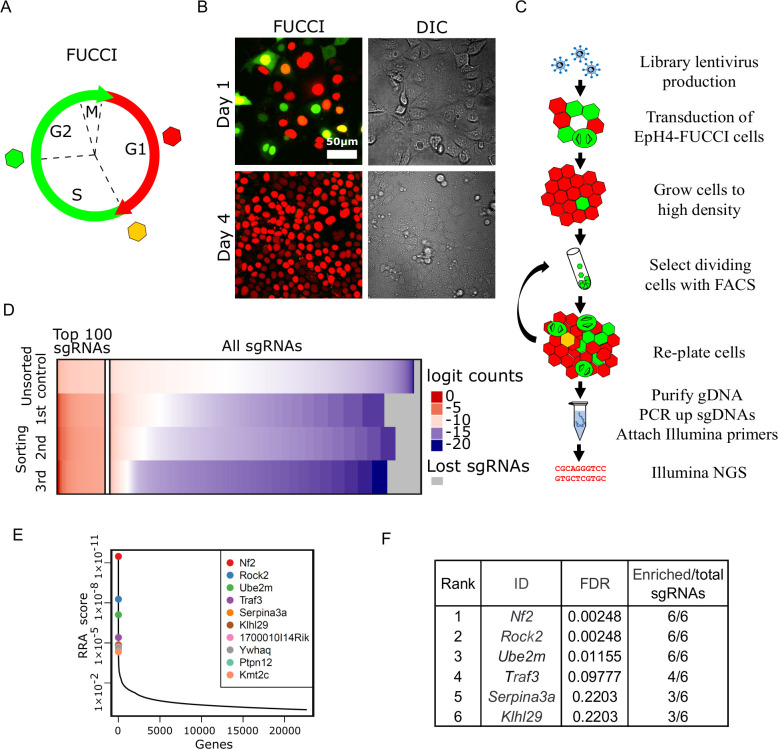
Whole-genome screening for genes that inhibit proliferation at homeostatic cell density. (**A**) Schematic of fluorescence ubiquitination cell cycle indicator (FUCCI) color transitions through cell cycle. (**B**) EpH4-FUCCI stable cell line grown to 1 and 4 days post-confluency. (**C**) Whole-genome CRISPR Knock Out screening strategy. (**D**) Read count distribution for samples before sorting and after different rounds of sorting. Data are logit transformed (f(p) = log_2_(p/1 - p) where p is the proportion of a given sgRNA in the total number of sgRNAs in a sample). Color coding shows depleted sgRNAs in blue, enriched sgRNAs in red, and sgRNA with no enrichment in white. Gray shows lost sgRNAs. (**E**) Genes plotted based on their RRA enrichment score (third sorting). (**F**) List of genes with FDR below 0.25 and ≥3 sgRNAs enriched compared to control after third sort. Figure 1—source data 1.Source data file for Figure 1.

**Figure 1—figure supplement 1.**
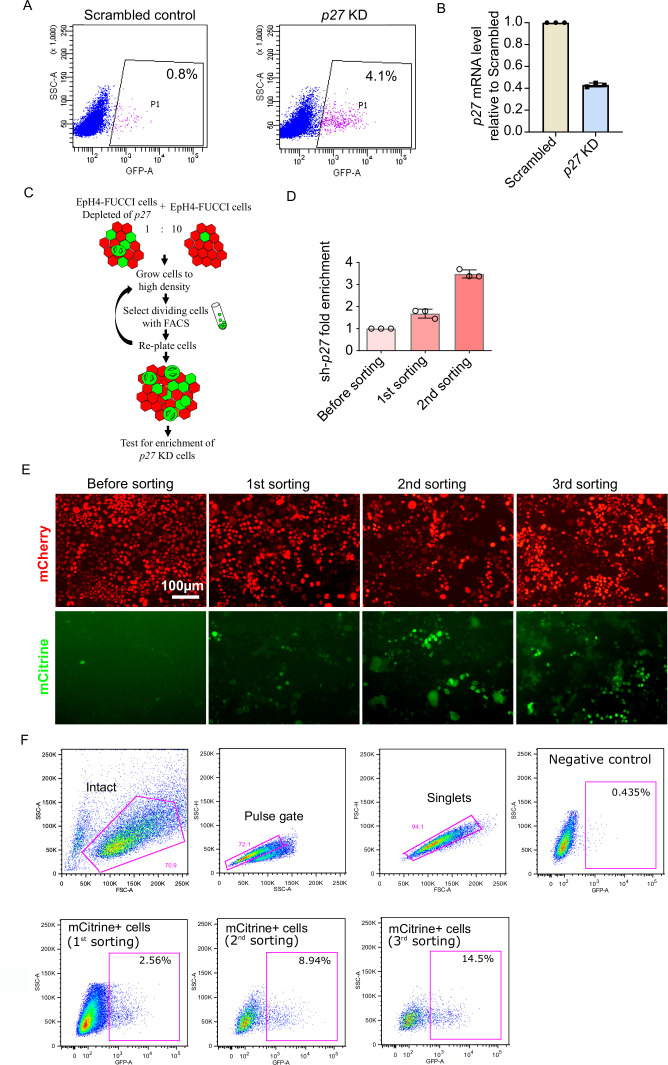
Proof of principle experiments for the whole-genome screen. Accumulation of mCitrine+ cells after FACS rounds. (**A**) Sorting of EpH4-fluorescence ubiquitination cell cycle indicator (FUCCI) cells by fluorescenceactivated cell sorting (FACS). The number of mCitrine+ cells is increased by depletion of *p27*. (**B**) *p27* mRNA level in *p27* KD cells relative to scrambled control cells measured by qPCR. (**C**) Strategy for proof-of-principle experiments. (**D**) Enrichment of sh-*p27* after first and second round of FACS, compared to sh-*p27* content before FACS, measured by qPCR. Histogram shows mean ± 1 s.d. (n = 3 technical repeats). (**E**) Imaging of EpH4-FUCCI cells at 4 days post-confluency before sorting and after different rounds of FACS. (**F**) Gating for sorting EpH4-FUCCI cells by FACS. The number of mCitrine+ cells increases after each round of sorting. Figure 1—figure supplement 1—source data 1.Source data file for Figure 1—figure supplement 1.

**Figure 1—figure supplement 2.**
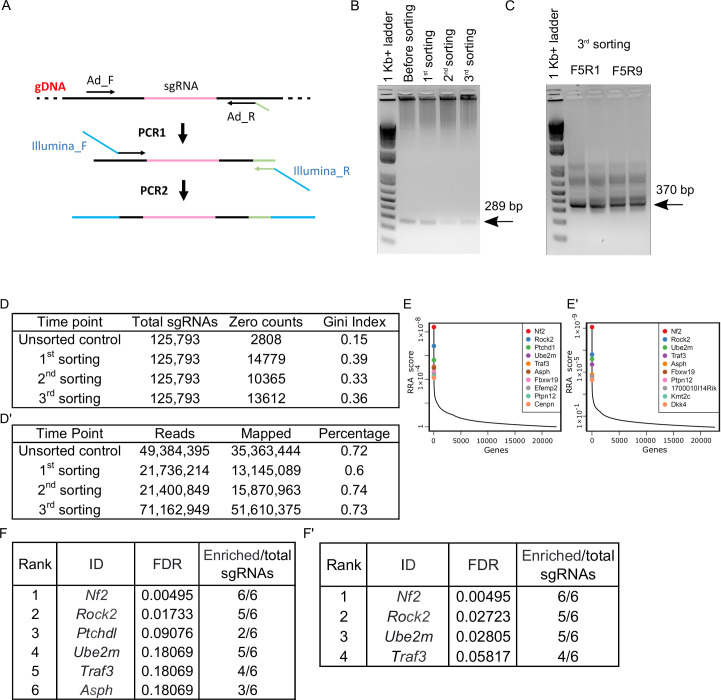
sgRNA sequence PCR for next-generation sequencing (NGS) and sequence processing. (**A**) Schematic of PCR reactions aimed to amplify sgRNA containing fragments from gDNA (PCR1) and attach Illumina primers (PCR2) for NGS. (**B**) The agarose gel with DNA amplified from gDNA of control samples and samples after different rounds of sorting (PCR1). (**C**) An agarose gel with PCR2 products for the third sorting sample with different Illumina primer pairs shown as an example of PCR2 reaction products. (**D**) The number of lost sgRNA (zero counts) and Gini index in samples before sorting and after different rounds of sorting. (**D’**) Total number of reads, number of mapped reads, and the fraction of mapped reads in samples before sorting and after different rounds of sorting. (**E**), (**E’**) RRA score plots for samples after first and second sorts, respectively. (**F**), (**F’**) The list of genes with FDR below 0.25 and more or equal to three sgRNAs enriched compared to control after first and second sorts, respectively.

We reasoned that the expression of any shRNA or sgRNA that disrupts expression of a gene involved in density-dependent arrest could be identified by employing FACS to enrich for green cells from an EpH4-FUCCI population grown to high density. To test this concept, we used a shRNA lentiviral construct to deplete the CKI *p27*, which is known to be associated with cell cycle arrest post-confluency (Yamashita et al., 2015). Quantitative PCR for the *p27* transcript showed that ~60% of *p27* mRNA was lost in cells expressing the *p27* shRNA compared to EpH4-FUCCI cells expressing scrambled shRNA (Figure 1—figure supplement 1B). The p27-depleted cells display increased cell proliferation after 4 days post-confluency in contrast to cells expressing scrambled shRNA (Figure 1—figure supplement 1A). As a proof-of-principle experiment, we next mixed wild-type (WT) EpH4-FUCCI cells and sh-*p27* EpH4-FUCCI cells at a 10:1 ratio (Figure 1—figure supplement 1C). The mixed cells were then plated at a cell density of 100,000 cells/cm^2^, such that they reached confluency 24 hr after seeding. We grew the mixture of cells for 4 days post-confluency and sorted mCitrine-positive (mCitrine+) cells by FACS. After sorting, we isolated genomic DNA (gDNA) and performed qPCR using primers against the puromycin gene, located in the lentiviral plasmid insert, to assess the fraction of p27-depleted cells in the cell mixture. We observed an average of 1.4× and 3.5× enrichment of the puromycin gene after the first and second rounds of sorting, respectively (Figure 1—figure supplement 1D). These data support the validity of our screen design.

Based on these encouraging results, we proceeded to developing an EpH4-FUCCI cell line, in which every cell has lost a single gene. We transduced EpH4-FUCCI cells with the pooled GeCKO CRISPR v2 KO lentivirus library (Shalem et al., 2014; Sanjana et al., 2014; Figure 1D). The library contains six sgRNAs against each of 20,611 genes, plus 1000 non-targeting controls, for a total of 130,209 sgRNAs. To ensure that our EpH4-FUCCI cells would receive only one sgRNA on average, we transduced cells with viruses at a multiplicity of infection (MOI) of 0.3. It is critical to maintain a large enough cell population to ensure that all sgRNAs in the library are retained. Therefore, we aimed to have 150–300 cells per sgRNA in each step of the screen. Based on these values, 6.7 × 10^7^ EpH4-FUCCI cells were transduced to obtain about 2 × 10^7^ cells that had acquired viruses (~150 cells per sgRNA). Cells that were not infected with virus were eliminated by puromycin selection. We plated the cells at 100,000 cells/cm^2^ and grew them for 4 days post-confluency. To maintain library representation, we sorted 4 × 10^7^ cells (300 cells per sgRNA) by FACS to select mCitrine+ cells. We re-grew cells for the next round of selection and for gDNA isolation. In total, we performed three FAC sorts. We observed a steady increase in the number of mCitrine+ cells after each round of FACS (Figure 1—figure supplement 1E and F). gDNA was purified, and integrated sgRNA cassettes were amplified from the DNA by PCR, as described previously (Shalem et al., 2014; Sanjana et al., 2014; Figure 1—figure supplement 2A and B). A second PCR reaction attached Illumina index primers (Figure 1—figure supplement 2A and C), and the pooled product was then sequenced.

We used the MAGeCK program (Li et al., 2014) to map sequencing reads to the library (Figure 1E, Figure 1—figure supplement 2D and D’). Read count distribution was relatively uniform in the control (unsorted) sample, with depletion of those sgRNAs that target essential genes. After each round of selection, more sgRNAs were depleted, but a small portion of sgRNAs was highly enriched. We utilized the MAGeCK algorithm to find genes that were enriched after sorts compared to control. MAGeCK takes into account changes in the abundance of all sgRNAs targeting a single gene, measured by the robust ranking aggregation (RRA) score. The most enriched genes have the smallest RRA scores (Figure 1F, Figure 1—figure supplement 2E and E’). We selected genes with FDR below 0.25 and with three or more sgRNAs/gene selected (Figure 1G, Figure 1—figure supplement 2F and F’).

### The CRISPR screen identifies a component of the Hippo pathway, a lymphocyte proliferation control factor, and NEDD8-conjugating E2 enzyme

Interestingly, the top enriched target was *Nf2/Merlin*, which is a known tumor suppressor gene and a regulator of Hippo signaling necessary for cell density control (Petrilli and Fernández-Valle, 2016). This hit, the sgRNAs for which were enriched by >1000× above the control abundance, strongly validated our screening strategy. Two unexpected hits were for the *Traf3* and *Ube2m (Ubс12)* genes (Figure 1G), which have not previously been implicated in density-dependent cell cycle arrest.

TRAF3 (TNF receptor associated factor 3) is critical for lymphocyte proliferation control and immune responses (Zapata et al., 2009). It negatively regulates signaling through multiple pathways, including the canonical and noncanonical NF-κB pathways (He et al., 2006; Ramakrishnan et al., 2004; Zarnegar et al., 2008; Sun, 2017).

Deletions and mutations of *TRAF3* are among the most common genetic alterations in human B cell malignancies (Zhu et al., 2018). B cell-specific KO of the *Traf3* gene in mice leads to increased B cell numbers and spontaneous lymphomas (Moore et al., 2012). Myeloid-specific *Traf3* KO causes histiocytic sarcomas of macrophage origin (Lalani et al., 2015). Therefore, TRAF3 is critical for the prevention of malignant growth in blood cells; however, TRAF3 roles in epithelia have not yet been widely investigated, despite its ubiquitous expression in mouse and human tissues (Yue et al., 2014).

A third hit from our screen was *Ube2m* (ubiquitin conjugating enzyme E2 M, also known as *Ubc12*). UBE2M is a NEDD8 conjugation E2 enzyme, which neddylates CULLIN-RING ligases to stimulate their activity (Lydeard et al., 2013). Interestingly, stress induces UBE2M expression and promotes its ubiquitylation of UBE2F, the degradation of which can suppress cell proliferation (Zhou et al., 2018).

To confirm that loss of our top candidates indeed results in over-proliferation at high density, we developed two new sgRNA CRISPR v2 plasmids per gene. The sgRNA sequences were different from those in the GeCKO library. We transduced EpH4 cells with these sgRNA lentiviruses and confirmed efficient KO of each gene by immunoblotting for NF2, TRAF3, and UBE2M (Figure 2A–C’). To test if loss of the target genes leads to a failure in cell cycle arrest at high density, we analyzed BrdU incorporation at 1 and 4 days post-confluency. BrdU was added to cells for 1 hr, then cells were fixed and stained. When cells had just reached a confluent state, we found that BrdU incorporation was similar for the non-targeted sgRNA control (NT) and each of the KO cell lines, but that at high density the KO cells incorporated more BrdU than did the NT control cells (Figure 2D). These differences were statistically significant at high density, as determined by cytometric analysis of BrdU+ cells (Figure 2E and F, Figure 2—figure supplement 1A). We also observed that all three KO cell lines formed multiple layers at high density, while control cells remained as a single, uniform layer (Figure 2G and H, Figure 2—figure supplement 1B). Together, these data demonstrate that our screen successfully identified genes that are essential for the restriction of proliferation at high cell density. Importantly, loss of these genes has no effect on the cell cycle at lower densities.

**Figure 2.**
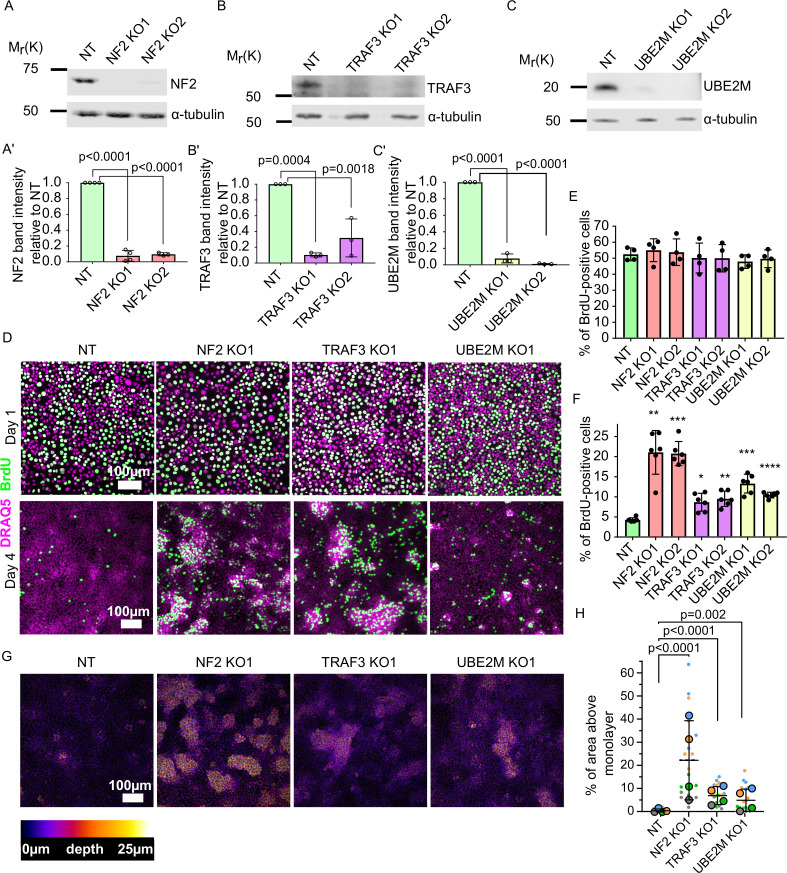
Validation of candidate genes identified from the screen. (**A–C**) Immunoblots of NT control and NF2 (**A**), TRAF3 (**B**), and UBE2M (**C**) KO EpH4 cells for NF2, TRAF3, and UBE2M, respectively. α-tubulin or GAPDH was used as a loading control. (**A’–C’**) Quantification of NF2 (**A’**), TRAF3 (**B’**), and UBE2M (**C’**) levels based on immunoblotting in (**A–C**). (**A’C’**) Histograms show mean ± 1 s.d. (n = 3). p-values were calculated by one-way ANOVA followed by Dunnett’s multiple comparisons test. (**D**) NT control, NF2, TRAF3, and UBE2M KO cells grown for 1 or 4 days post-confluency. BrdU was added for 1 hr, and then cells were fixed and stained for BrdU, with DAPI as a nuclear marker. (**E** and **F**) Cytometric analysis of NT control, NF2, TRAF3, and UBE2M KO cells stained for BrdU to assess proliferation at 1 or 4 DPC, respectively. n = 4 (**E**) and n = 6 (**F**), histograms show mean ± 1 s.d. p-values were calculated by one-way ANOVA followed by Dunnett’s multiple comparisons test. (**G**) Control and KO cells stained with Hoechst dye. Confocal images are depth color coded. The color code scale is shown below. (**H**) Five fields of view in four biological repeats were used to quantify the level of multilayering. Data shown as a SuperPlot (Lord et al., 2020). p-values were calculated by mixed model two-way ANOVA. Figure 2—source data 1.Source data file for Figure 2.

**Figure 2—figure supplement 1.**
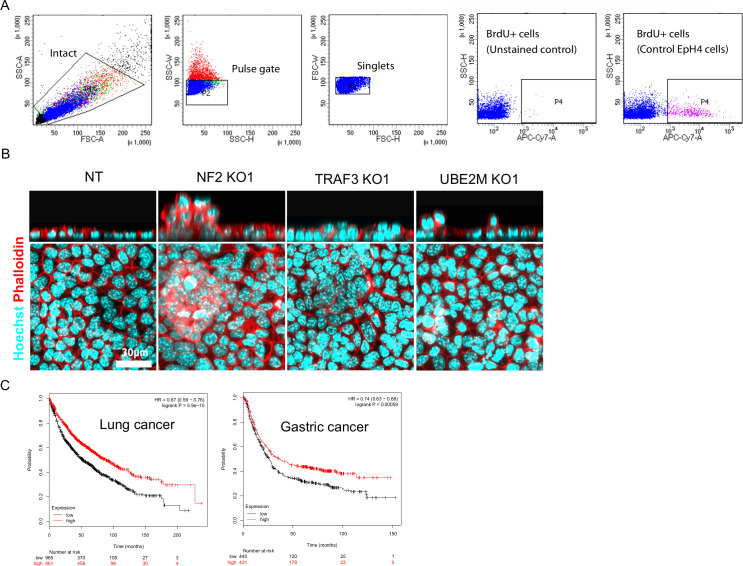
BrdU+ cell cytometry gates and cancer survival based on *Traf3* expression level. (**A**) Flow cytometry gating for cells stained for BrdU. (**B**) Control and KO cells stained by phalloidin and Hoechst. Top panel shows xz view. (**C**) Kaplan–Meier plots show overall survival in all lung and gastric cancer based on *Traf3* expression level. Red and black curves reflect patients with high and low *Traf3* expression, respectively.

### TRAF3 suppresses proliferation of mammary organoids, human mammary epithelial cells, and fibroblasts

Little is known about the function of TRAF3 in epithelial cells, and its role in density-dependent cell cycle arrest has not been previously investigated. Interestingly, however, genetic alterations in *Traf3* occur in a variety of human epithelial cancers, though at a level of <6% (Zhu et al., 2018). Low *Traf3* mRNA expression is also associated with significantly worse survival for lung and gastric cancer patients (Figure 2—figure supplement 1C; Nagy et al., 2018). Therefore, we focused on this gene for further analysis.

To determine the generality of the phenotype induced by deletion of *Traf3*, we first asked if the effects are confined to the EpH4 mammary epithelial line or are also important in primary mammary tissue. To address this question, we used murine mammary organoids, which recapitulate many aspects of normal morphogenesis of the mammary gland (Pasic et al., 2011; Ewald et al., 2008). Mammary gland ductal fragments were isolated from WT C3H mice, transduced with lentivirus, and then grown as organoids in Matrigel culture, as described previously (Pasic et al., 2011; Figure 3A). As shown in Figure 3B, WT organoids form buds with hollow lumens, but organoids lacking TRAF3 formed multilayered buds with small or no detectable lumens. Additionally, staining for phospho-HISTONE H3 revealed a substantially higher mitotic index in organoids deleted for *Traf3*, compared to organoids transduced with a control sgRNA (Figure 3B and C), demonstrating that TRAF3 normally suppresses WT tissue overgrowth.

**Figure 3.**
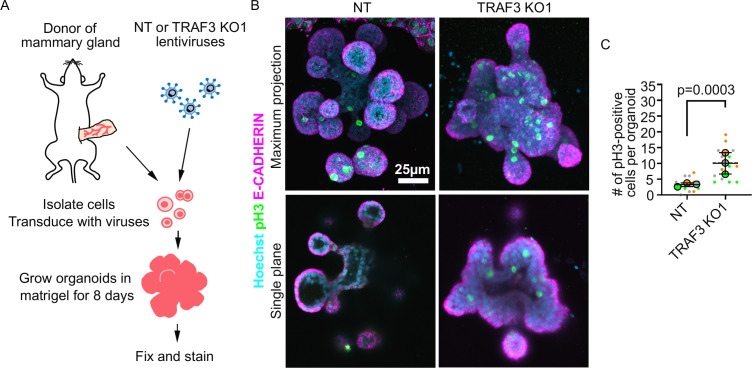
Loss of TRAF3 causes over-proliferation in primary mammary organoids. (**A**) Primary mammary organoid experiment workflow. (**B**) Maximum intensity projection of NT and TRAF3 KO1 mammary organoids stained for phospho-HISTONE H3 (pH3), E-CADHERIN, and DNA (Hoechst). Bottom panel – single confocal plane of NT and TRAF3 KO1 organoids. (**C**) Quantifications of the number of pH3-positive cells per organoid; 5–10 organoids of comparable size were quantified per condition per repeat. Data shown as a SuperPlot (n = 3). p-values were calculated by mixed model two-way ANOVA. Figure 3—source data 1.Source data file for Figure 3.

**Figure 3—figure supplement 1.**
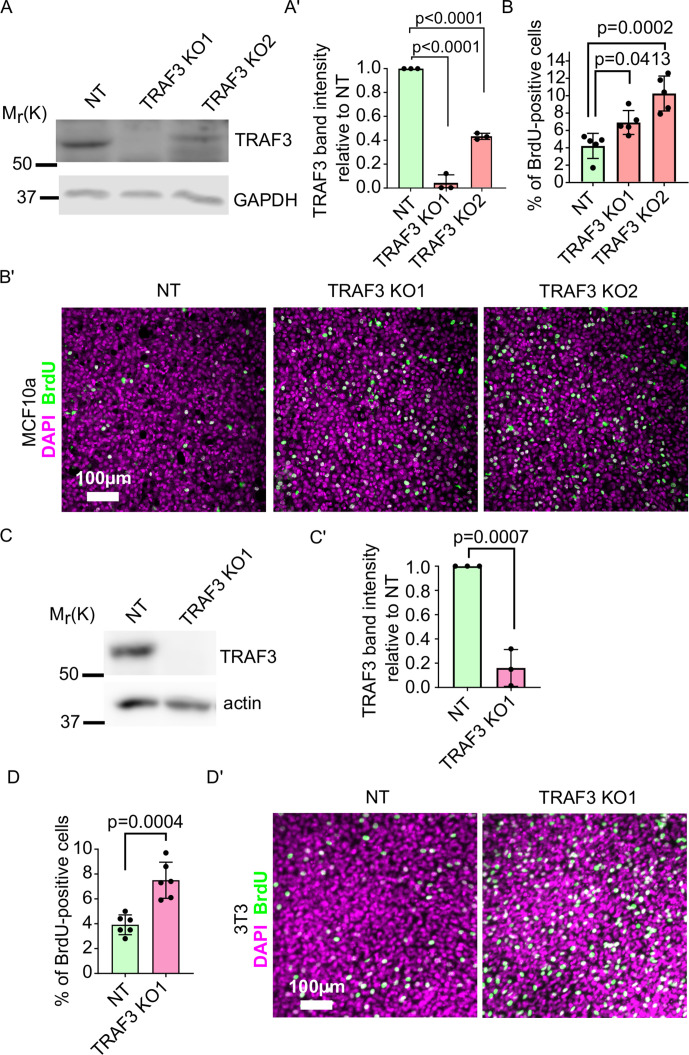
Loss of TRAF3 in MCF10a and NIH 3T3 cells causes over-proliferation. (**A**) Immunoblotting of NT and TRAF3 KO MCF10a cells for TRAF3. GAPDH was used as a loading control. (**A’**) Quantifications of TRAF3 levels based on western blots (**A**) Histogram shows mean ± 1 s.d. (n = 3). p-values were calculated by one-way ANOVA followed by Dunnett’s multiple comparisons test. (**B**) Cytometric analysis of NT control and TRAF3 KO MCF10a cells stained for BrdU to assess proliferation at 5 days post-confluency. Histogram shows mean ± 1 s.d.(n = 3). p-values were calculated by one-way ANOVA followed by Dunnett’s multiple comparisons test. (**B’**) NT control and TRAF3 KO MCF10a cells at 5 days post-confluency were treated and stained for BrdU and DAPI as nuclear marker. (**C**) Immunoblotting of NT and TRAF3 KO NIH 3T3 cells for TRAF3. Actin was used as a loading control. (**C’**) Quantifications of TRAF3 levels based on western blots (**C**) Histogram shows mean ± 1 s.d. (n = 3). p-values were calculated by Student’s t-test. (**D**) Cytometric analysis of NT control and TRAF3 KO NIH 3T3 cells stained for BrdU to assess proliferation at 4 days post-confluency. Histogram shows mean ± 1 s.d. (n = 3). p-values were calculated by Student’s t-test. (**D’**) NT control and TRAF3 KO NIH 3T3 cells at 4 days post-confluency were treated and stained for BrdU and DAPI as nuclear marker. Figure 3—figure supplement 1—source data 1.Source data file for Figure 3—figure supplement 1.

To extend our analysis across species, we transduced the normal human mammary gland cell line MCF10A with sgRNAs designed to target human *Traf3*. Loss of the gene product was confirmed by immunoblotting (Figure 3—figure supplement 1A and A′). We assessed cell proliferation by immunofluorescence and cytometric analysis of BrdU incorporation as described above, and found that, similar to EpH4 cells, MCF10a TRAF3 KO cells, but not WT MCF10a cells, over-proliferate at high density (Figure 3—figure supplement 1B and B′).

Finally, we determined if this role for TRAF3 is confined to epithelial cells by knocking out the gene in NIH 3T3 fibroblasts. Normally, these cells contact-inhibit at high density. CRISPR KO of *Traf3* (confirmed by western blotting (Figure 3—figure supplement 1D and D’)) promoted cell proliferation at high density as measured by cytometric analysis of BrdU staining (Figure 3—figure supplement 1D and D’). These data suggest that loss of TRAF3 broadly interferes with cell cycle arrest including cells of epithelial and mesenchymal lineages.

### Loss of TRAF3 activates noncanonical NF-κB signaling to promote over-proliferation

How does TRAF3 regulate proliferation? We hypothesized that TRAF3 might be involved in the same pathways as in blood cells, where it negatively regulates both the canonical and noncanonical NF-κB pathways (He et al., 2006; Ramakrishnan et al., 2004; Zarnegar et al., 2008; Sun, 2017). In the noncanonical pathway, TRAF3 constitutively promotes proteasomal degradation of MAP3K14 (NIK), a kinase that is essential for activation of the downstream signaling cascade. Ligand recruitment to an upstream receptor triggers TRAF3 poly-ubiquitinylation and degradation. As a result, NIK levels increase, and it phosphorylates its downstream target IKKα, which in turn phosphorylates NFKB2 (p100). Phosphorylated p100 is partially degraded to p52, which enters the nucleus in association with RELB and regulates the transcription of target genes (Sun, 2017).

To test if loss of TRAF3 activates noncanonical NF-κB signaling, we examined the location of RELB in control and TRAF3 KO EpH4 cells and primary mammary gland organoids (Figure 4A–C). As expected, RELB was predominantly cytoplasmic in control cells and organoids. However, loss of TRAF3 caused a substantial nuclear accumulation, indicative of noncanonical NF-κB activation. We also performed immunoblotting for noncanonical NF-κB signaling components in control and TRAF3 KO cells at 1 and 4 days post-confluency (Figure 4D and E). TRAF3 KO cells at both 1 and 4 days post-confluency had substantially increased NIK levels and enhanced processing of p100 to p52 compared to NT control cells. However, cell density differences had no impact on NIK, RELB, TRAF3, and p100/p52 protein levels. Therefore, TRAF3 KO leads to activation of noncanonical NF-κB signaling, but regulation of these pathway components is independent of cell density.

**Figure 4.**
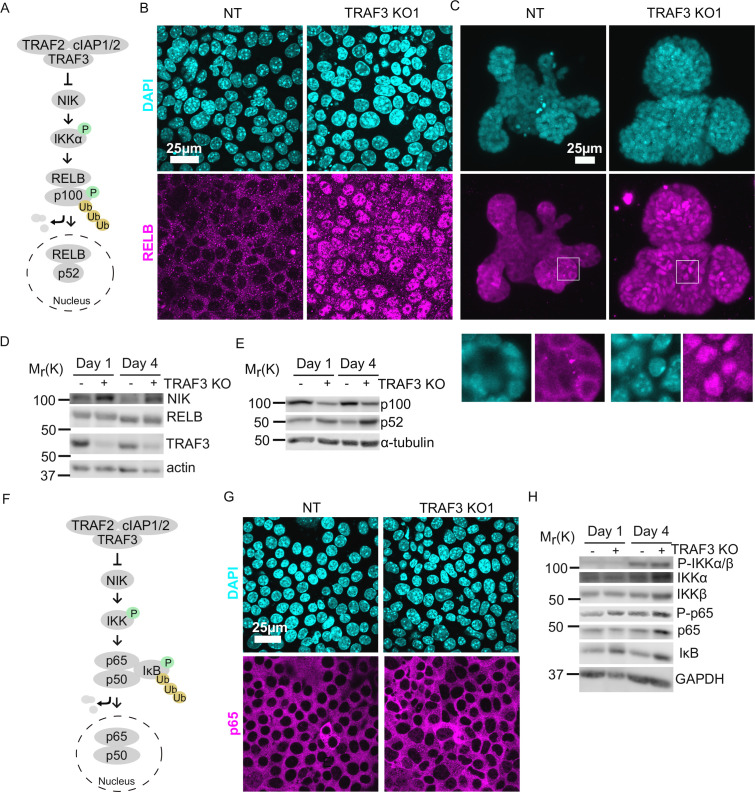
Loss of TRAF3 specifically activates noncanonical but not canonical NF-κB pathway. (**A**) Simplified schematic of noncanonical NF-κB pathway. TRAF3 sends NIK for degradation. In the absence of TRAF3, NIK levels increase, and it activates the downstream cascade, resulting in increased p100 processing to p52. RELB/p52 enters the nucleus where it regulates transcription of target genes. In experiments (**B**) and (**C**) RELB localization was tested in NT and TRAF3 KO1 cells. (**B** and **C**) Fluorescence staining of NT and TRAF3 KO1 EpH4 cells (**B**) and organoids (**C**) with anti-RELB antibodies and DAPI. (**B**) Single confocal planes. (**C**) Maximum intensity projection. White boxed ROIs are shown in enlarged images as single confocal planes. (**D**) Immunoblots of NT and TRAF3 KO1 lysates grown to 1 or 4 days post-confluency probed for NIK, RELB, TRAF3, and actin as loading control. (**E**) Immunoblots of NT and TRAF3 KO1 lysates grown to 1 or 4 days post-confluency probed for p100/p52 and α-tubulin as loading control. (**F**) A schematic of TRAF3-dependent activation of canonical NF-κB pathway. (**G**) Fluorescence staining of NT and TRAF3 KO1 cells with antibodies against p65 and with DAPI. (**H**) Western blotting of NT and TRAF3 KO1 cells at 1 and 4 days post-confluency probed for components of canonical NF-κB pathway and GAPDH as loading control.

Based on previous literature, we predicted that loss of TRAF3 could also stimulate canonical NF-κB signaling (Figure 4F). IκB normally blocks RELA/p65 and p50 from entering the nucleus, but activation of upstream kinases IKKα/β by phosphorylation induces IκB phosphorylation and degradation (Ramakrishnan et al., 2004; Zarnegar et al., 2008). Surprisingly, however, RELA/p65 did not accumulate in the nuclei of TRAF3 KO cells (Figure 4G). Immunoblotting for the canonical NF-κB pathway components showed activation of IKKα/β phosphorylation at high density in both control and TRAF3 KO cells, but no IκB degradation was observed in control and TRAF3 KO cells either at low or at high density (Figure 4H). Together, these data demonstrate that in mammary epithelial cells, the loss of TRAF3 specifically activates noncanonical but not canonical NF-κB signaling.

If TRAF3 affects cell proliferation via the noncanonical NF-κB pathway, then deletion of p100 in TRAF3 KO cells should reduce proliferation to control levels (Figure 5A). To test this prediction, we generated a lentivector encoding a p100 sgRNA, plus GFP as a selection marker. We transduced EpH4 cells with virus and isolated GFP+ cells by FACS. Immunoblotting confirmed efficient KO of p100 in NT control and TRAF3 KO cells (Figure 5B and B’). Blotting also showed increased cleavage of p100 to p52 in TRAF3 KO cells as compared to control cells (Figure 5B), and both bands were lost in cells expressing the *p100* sgRNA, confirming that the detected 52 kDa band is indeed the product of p100. We next grew cells to high density and analyzed pulsed BrdU incorporation by flow cytometry. There was no significant difference between control and NT/p100 KO cells, indicating that TRAF3 does not regulate cell cycling at low cell density. The proliferation of TRAF3/p100 double KO cells was, however, substantially reduced compared to TRAF3 KO cells (Figure 5C and D) demonstrating that noncanonical NF-κB signaling is required for the phenotype induced by loss of TRAF3.

**Figure 5.**
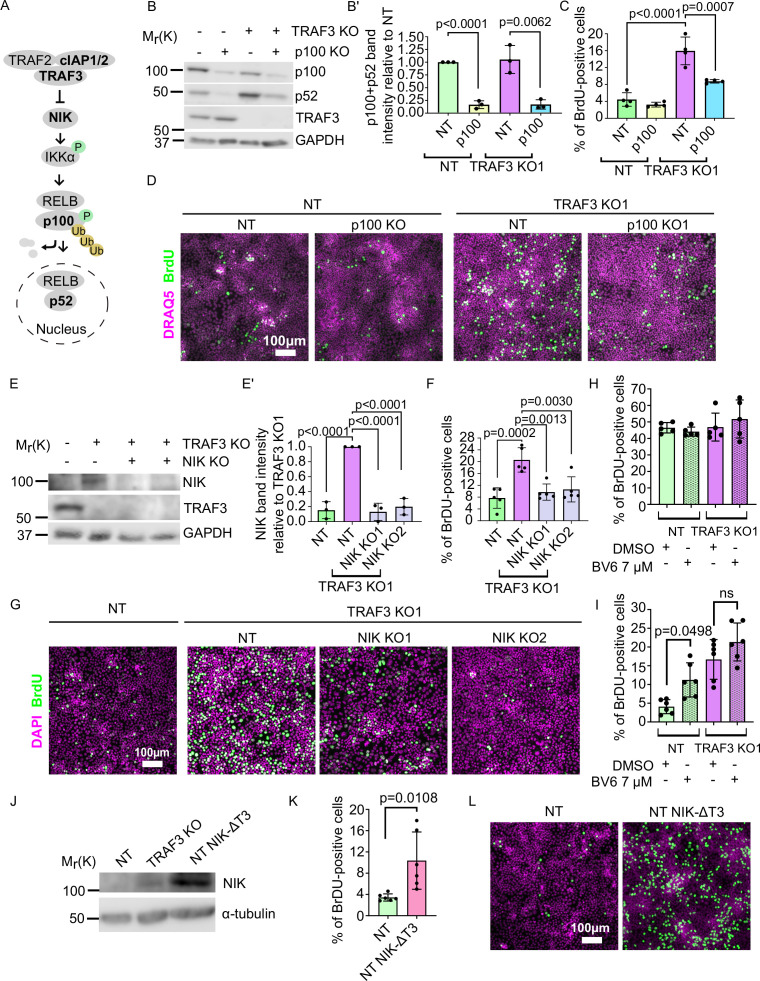
Noncanonical NF-κB signaling is necessary and sufficient for over-proliferation in TRAF3 KO cells. (**A**) Noncanonical NF-κB pathway schematic. Proteins shown in bold were manipulated in this study. (**B**) Immunoblotting of NT and TRAF3 KO1 cells transduced with pLVTHM GFP NT or *p100* sgRNAs. Blot was stained for p100/p52, TRAF3, and GAPDH (loading control). (**B′**) Quantifications of western blot (**B**). Histogram shows mean ± 1 s.d. (n = 3). p-values were calculated by Student’s t-test. (**C**) Cytometric analysis of NT and TRAF3 KO cells transduced with pLVTHM GFP NT or *p100* sgRNAs. Graph shows mean ± s.d. (n = 4). p-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. (**D**) NT and TRAF3 KO1 cells transduced with pLVTHM GFP NT or *p100* sgRNAs were treated with BrdU at 4 days post-confluency and immunostained for BrdU and DAPI. (**E**) Immunoblot of NT and TRAF3 KO1 cells transduced with NT, NIK KO1 or KO2. Blot was stained for NIK, TRAF3, and GAPDH (loading control). (**E’**) Quantifications of western blot (**E**). Histogram shows mean ± 1 s.d (n = 3). p-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. (**F**) Cytometric analysis of NT cells and TRAF3 KO1 cells transduced with control NT, NIK KO1 and KO2. Histogram shows mean ± 1 s.d. (n = 5). p-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. (**G**) NT and TRAF3 KO1 cells transduced with control NT, NIK KO1 and KO2 were treated with BrdU at 4 days post-confluency and immunostained for BrdU and DAPI. (**H** and **I**) Cytometric analysis of NT and TRAF3 KO cells treated with 7 µM BV6 at low (**H**) and high (**I**) density. Histogram shows mean ± 1 s.d. (n = 5 (**H**), n = 6 (**I**)). p-values were calculated by one-way ANOVA followed by Dunnett’s (**H**) or Tukey’s (**I**) multiple comparisons test. (**J**) Immunoblot of NT, TRAF3 KO1 (positive control), and NT cells expressing pWPI mScarlet NIK-ΔT3. Blot was stained for NIK and GAPDH (loading control). (**K**) Cytometric analysis of NT cells and NT pWPI mScarlet NIK-ΔT3 cells. Histogram shows mean ± 1 s.d. (n = 6). p-values were calculated by Student’s t-test. (**L**) NT and NT pWPI mScarlet NIK-ΔT3 cells were treated with BrdU at 4 days post-confluency and immunostained for BrdU and DAPI. Figure 5—source data 1.Source data file for Figure 5.

As a further test, we knocked out the effector kinase NIK. Immunoblotting (Figure 5E and E’) revealed that, as expected, NIK is undetectable in NT control cells, but accumulates in TRAF3 KO cells. However, expression was lost in TRAF3/NIK double KO cells. Similar to p100 KO, deletion of NIK caused reduced proliferation in TRAF3 KO cells (Figure 5F and G).

To further confirm that noncanonical NF-κB pathway is necessary for the high density over-proliferation phenotype, we treated cells with BV6, a selective inhibitor of IAP proteins. cIAP1/2 is a part of the TRAF3 complex that degrades NIK. Therefore, we predicted that treatment with BV6 would induce over-proliferation. We treated cells with BV6 at low and high density (Figure 5H and I, respectively) and observed that BV6 treatment induces over-proliferation of NT cells at high density but not at low density, as shown by cytometric analysis of BrdU staining (Figure 5H and I).

We next asked if the noncanonical NF-κB pathway is sufficient to induce over-proliferation. We cloned and overexpressed a mutant NIK protein lacking the TRAF3-binding motif (NIK-ΔT3) (Liao et al., 2004) to prevent NIK degradation (Figure 5J). Flow cytometry and immunofluorescent staining showed strong over-proliferation of NT NIK-ΔT3 cells at 4 days post-confluency compared to NT control cells (Figure 5K and L) demonstrating that activation of noncanonical NF-κB pathway is sufficient for increased proliferation at high density.

We conclude that TRAF3 normally suppresses proliferation at high cell density via inhibition of the noncanonical NF-κB pathway but does not impact proliferation at lower cell density. This pathway does not contribute to proliferation in WT EpH4 cells but is constitutively activated by loss of TRAF3. Activation of noncanonical NF-κB pathway downstream of TRAF3 is both necessary and sufficient for over-proliferation phenotype at high density.

### Noncanonical NF-κB signaling activates an innate immune response

Our data show that the loss of TRAF3 results in increased levels of the transcription factor p52, which is necessary for over-proliferation. However, gene expression changes downstream of noncanonical NF-κB signaling have not been investigated in epithelia, nor is it known which genes are targets of p52 in epithelial cells. Therefore, to identify downstream effectors of TRAF3 and noncanonical NF-κB signaling, we performed genome-wide transcriptomics analysis on NT control cells, TRAF3 KO, and TRAF3*/*p100 double KO cells. For these studies, we used our EpH4-FUCCI mammary epithelial cell line, which was transduced with NT, *Traf3*, or *Traf3* plus *p100* sgRNA lentiviruses, and sorted for G1/G0 phase (mCherry+) cells (Figure 6A). This strategy eliminates indirect gene expression differences reflective of the larger fraction of cycling (mCitrine+) cells caused by loss of TRAF3 but will not remove constitutive changes in gene expression.

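RNA was sequenced from NT control, TRAF3 KO and TRAF3/p100 double KO EpH4-FUCCI cells, with 2 replicates per group. EpH4 is a mouse mammary epithelial line, and its FUCCI reporter marks cells in G1 or G0 with mCherry. Traf3, which encodes the adaptor that restrains the kinase NIK, was at 13.5 and 16.0 TPM in the NT replicates, 32.5 and 34.6 TPM in the TRAF3 KO replicates and 33.2 and 39.3 TPM in the double KO replicates. Nfkb2, which encodes p100, the precursor of p52, was at 73.9 and 87.9 TPM in NT, 304 and 375 TPM in TRAF3 KO and 132 and 165 TPM in the double KO. Both transcripts were higher in TRAF3 KO than in NT, Traf3 by a log2 fold change of 1.08 (standard error 0.12, adjusted p = 0.00267) and Nfkb2 by 1.94 (standard error 0.17, adjusted p = 0.000782), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Traf3 call was lost without NT replicate 1 (log2 fold change 0.99, within 2-fold). Between the double KO and TRAF3 KO, Nfkb2 had a log2 fold change of -1.02 (adjusted p = 0.0550) from the same test and did not pass. This difference passed with DESeq2, limma on log2(TPM + 0.1), limma on log2(TPM + 1), no composition normalization, no filter beyond 1 count, the authors' deposited p-values readjusted over the genes kept, exon reads alone and the 4 libraries whose file is not in doubt. Relb, which encodes the usual partner of p52, rose in TRAF3 KO by 1.50 (adjusted p = 0.00996) on the log2 scale from the same test. The Relb call was lost without NT replicate 1 (adjusted p = 0.0578), from the same test. Map3k14, which encodes NIK, had a log2 fold change of 0.95 (adjusted p = 0.0220) from the same test, under the 2-fold threshold. Map3k14 passed without TRAF3 KO replicate 2 (adjusted p = 0.0140), from the same test. Map3k14 also passed with limma on log2(TPM + 0.1), limma on log2(TPM + 1), no composition normalization, no fold threshold, the authors' deposited p-values readjusted over the genes kept and exon reads alone. An insertion or deletion in an exon need not lower the amount of mRNA, so the Traf3 and Nfkb2 levels do not check the genotypes.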

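The guide for Traf3 in TRAF3 KO1, GTGCTCGTGCCGGAGCAAGG with the PAM AGG, matches chromosome 12 of GRCm38 from 111237666 to 111237685. It lies on the strand of the gene, inside the gene's span from 111166370 to 111267153. This is in exon 3 of 12 of the transcript with 567 codons, in the coding sequence at codon 33. Of the guides for p100 that the paper lists, KO1 (CTGAGCGTGATAAATGACGT, PAM GGG) matches chromosome 19 from 46309711 to 46309730, in exon 15 of 23 at codon 512 of 899. KO2 (CTGTTCCACAATCACCAGAT, PAM AGG) matches it from 46306498 to 46306517, in exon 4 at codon 42. Both lie in the coding sequence on the strand opposite to Nfkb2, which spans 46304320 to 46312385. The paper's text does not name which p100 guide made the sequenced double KO cells. Traf3 overlaps 4930595D18Rik and Nfkb2 overlaps Psd, and the files do not say whether reads were counted by strand, so reads in the overlaps cannot be assigned with certainty.

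**Figure D1:**
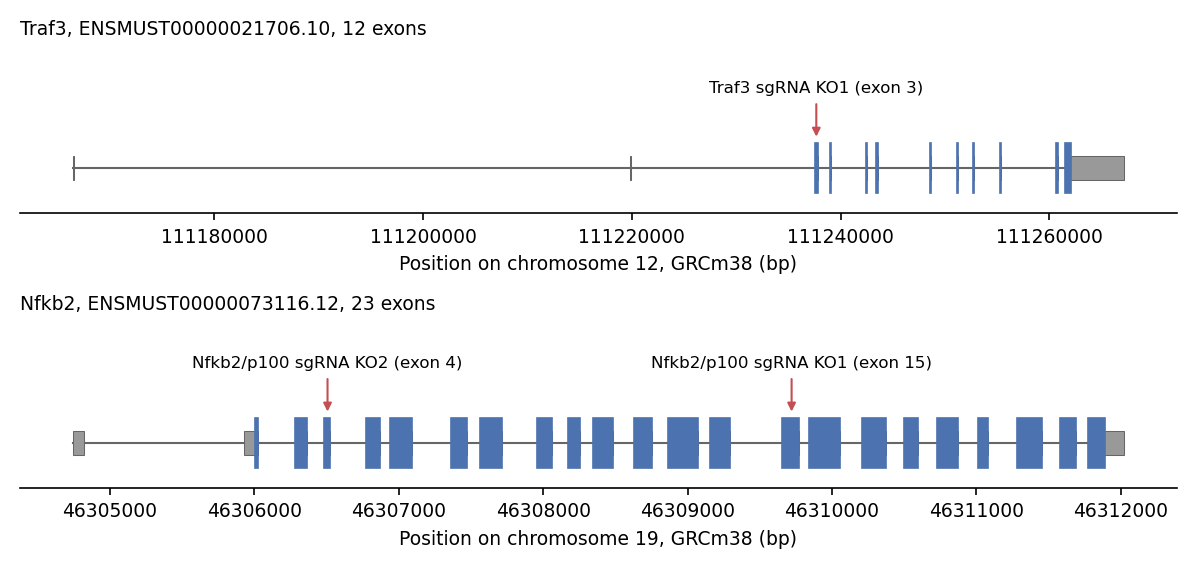
Places of the listed guides on Traf3 and Nfkb2, with the position on the GRCm38 chromosome along the horizontal axis. Boxes are exons, taller where coding, and the marks are the guides. The Traf3 guide lies in exon 3 of 12, and the p100 guides lie in exons 4 and 15 of 23.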

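Cells were seeded at 100000 cells per cm2 and collected on day 4 after confluency, and mCherry+ cells were sorted before RNA was isolated. Each sample gave 1 library, sequenced on an Illumina NovaSeq and counted by the authors in CLC Genomics Workbench, which wrote for every gene the reads, the TPM and the RPKM. The reads assigned to genes numbered 39912595 and 47754086 in NT replicates 1 and 2, 45266359 and 42206014 in TRAF3 KO, and 32572428 and 30358797 in the double KO. Intron reads made up 13.1% and 15.3% of these in NT, 12.5% and 12.7% in TRAF3 KO, and 9.20% and 11.8% in the double KO. The CLC version, the mapping settings and the genome build are not given in the sources used here. The start and end of 14476 of 14549 genes equal those of the GRCm38 annotation, and coordinates are given in that build. The total gene reads of 14645 genes were tested with edgeR over all 6 libraries, and a gene was called when its adjusted p was under 0.05 and its fold change over 2, the thresholds of the paper. TPM values are means ± SD over the 2 replicates of a group.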

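The labels of the deposited files and the paper differ for 2 libraries. The TPM values that the paper's source data give for NT replicate 2 are those of the file labelled TRAF3 KO replicate 1 at 59 of 59 genes, and the values for TRAF3 KO replicate 1 are those of the file labelled NT replicate 2 at 59 of 59 genes, within 0.001 on the log2 scale. The group means in the authors' deposited table of TRAF3 KO against NT also equal the means of the files with these 2 exchanged at 100% of 18654 genes, and at 11.2% as labelled, within a relative difference of 1e-06. The paper's assignment is used here, and with the files as labelled no gene passes in any comparison with edgeR. The double KO files carry another submission number than the other 4, so that the double KO genotype and the submission cannot be told apart.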

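In the sorted mCherry+ cells, 2 of 47 G1/S genes rose in TRAF3 KO over NT and the other 45 did not pass (2 rose when adjusted over the list alone). The 2 were Cdc45, a part of the replicative helicase, with a log2 fold change of 1.43 (standard error 0.18, adjusted p = 0.00409), and Hells, a chromatin remodeler, with 1.17 (standard error 0.17, adjusted p = 0.00689), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Hells call was lost without NT replicate 1 (adjusted p = 0.0578) and TRAF3 KO replicate 2 (log2 fold change 0.94, within 2-fold), from the same test. Of 54 G2/M genes, 0 passed in either direction with edgeR. At an unadjusted p under 0.05, 2 were higher and 3 lower, and DESeq2 called 0. The count adjusted over the list alone was also 0. Their median log2 fold change was 0.90, and the TRAF3 KO replicates were far apart. Top2a, a topoisomerase of dividing cells, was at 11.3 and 49.8 TPM in TRAF3 KO, 9.06 and 18.5 TPM in NT and 35.6 and 23.9 TPM in the double KO. Of 23 cyclins, cyclin-dependent kinases, RB family members and CDK inhibitors, 1 fell and 22 did not pass, as when adjusted over the list alone. It was Cdkn1a, which encodes p21, at a log2 fold change of -1.24 (adjusted p = 0.0334) from the same test. The Cdkn1a call was lost without NT replicate 1 (adjusted p = 0.149), NT replicate 2 (adjusted p = 0.0856) and TRAF3 KO replicate 1 (adjusted p = 0.110), from the same test. Cdkn1a also did not pass with glmTreat against a 1.5-fold change. Cdkn1a also did not pass with the replicate number as a block (adjusted p = 0.0601). It stayed called with the block over the NT and TRAF3 KO libraries alone, an alternative chosen after the data were seen. Ccnd1, which encodes cyclin D1, was at -0.36 (adjusted p = 0.563) from the same test. As a group the G1/S genes were higher with camera at a preset correlation (adjusted p = 0.00181), with an adjusted p = 0.722 with an estimated correlation.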

**Figure 6.**
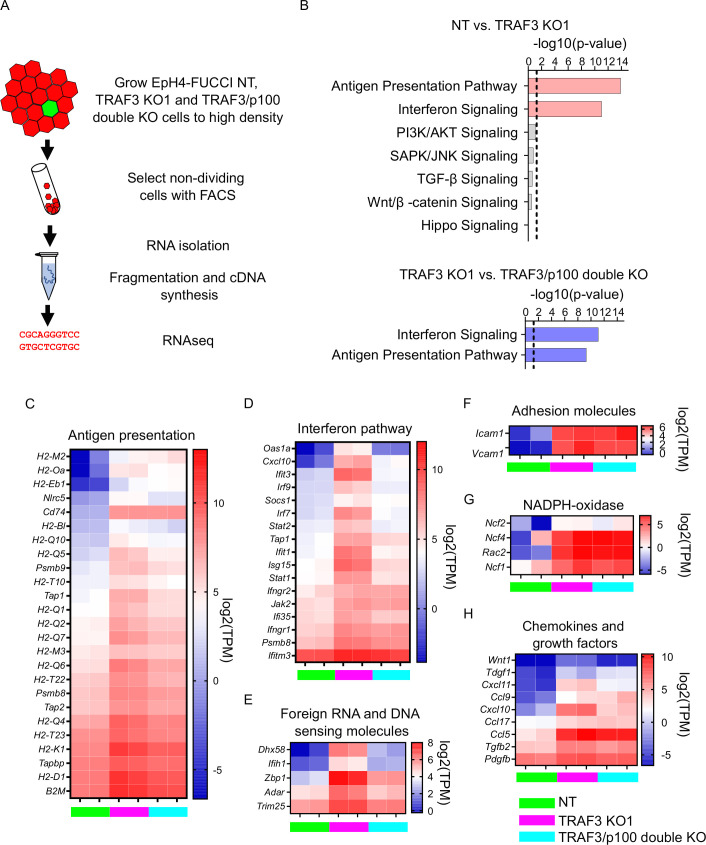
Loss of TRAF3 in EpH4 cells induces immune response pathways. (**A**) RNAseq experiment workflow. (**B**) Ingenuity Pathway Analysis (IPA) of RNAseq data showing significant upregulation of pathways related to infection response in TRAF3 KO cells compared to NT control (top, pink bars), and significant reduction of these pathways in TRAF3/p100 double KO cells compared to TRAF3 KO cells (bottom, blue bars). Notably, Hippo signaling and other pathways that regulate proliferation were unchanged. Threshold line is p<0.05. (**C–H**) Heatmaps comparing mRNA levels of antigen presentation (**C**), interferon (**D**), foreign RNA and DNA recognition (**E**) pathway components, adhesion molecules (**F**), NADPH-oxidase components (**G**), and chemokines and growth factors (**H**) between NT, TRAF3 KO1, and TRAF3/p100 double KO in two experimental repeats. NT, TRAF3 KO1, and TRAF3/p100 double KO are color coded with green, purple, and light blue, respectively. Data are presented as log2 of transcripts per million (TPM). Figure 6—source data 1.Source data file for Figure 6.

Two biological replicates of each cell line were processed, and fastq files were analyzed using CLC Genomics Workbench and Ingenuity Pathway Analysis (IPA). Differential gene expression was filtered for greater than twofold differences, FDR < 0.05. Surprisingly, IPA did not detect any stimulation by TRAF3 KO of those signaling pathways classically involved in proliferation, including PI3K/AKT, JNK, TGF-β, WNT, and Hippo (Figure 6B). 

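Most genes of the proliferation pathways did not pass in TRAF3 KO against NT. Over all 14645 genes tested, 665 rose and 166 fell, so most members of a list drawn at random would not pass. The share called was above that of all genes in the Wnt and TGF-β lists. Of 31 PI3K/AKT genes, 1 rose and 30 did not pass (2 rose when adjusted over the list alone). It was Inpp4b, a phosphatase that opposes PI3K, with a log2 fold change of 1.52 (standard error 0.36, adjusted p = 0.0472) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Inpp4b call was lost without NT replicate 1 (adjusted p = 0.191), NT replicate 2 (adjusted p = 0.209), TRAF3 KO replicate 1 (adjusted p = 0.0575) and TRAF3 KO replicate 2 (adjusted p = 0.173), from the same test. Inpp4b also did not pass with limma on log2(TPM + 0.1), limma on log2(TPM + 1), upper quartile normalization, reads thinned to the smallest library, glmTreat against a 1.5-fold change and the 4 libraries whose file is not in doubt. Inpp4b also did not pass with the replicate number as a block (adjusted p = 0.0768). It stayed called with the block over the NT and TRAF3 KO libraries alone, an alternative chosen after the data were seen. Of 30 SAPK/JNK genes, the stress sensor Gadd45a rose by 2.03 (adjusted p = 0.00241) on the log2 scale, the phosphatase Dusp1 had a log2 fold change of -2.13 (adjusted p = 0.00488) from the same test, and 28 did not pass (1 rose and 2 fell when adjusted over the list alone). Of 29 TGF-β genes, 1 rose, 2 fell and 26 did not pass (1 and 3 when adjusted over the list alone). The ligand Tgfb2 was among those that rose and Bmp4, another ligand, had a log2 fold change of -1.43 (adjusted p = 0.00632) from the same test. Of 33 Wnt genes, 4 rose, 1 fell and 28 did not pass (5 and 2 when adjusted over the list alone). Tcf7, a transcription factor of the pathway, rose by 1.77 (adjusted p = 0.00158) and the ligand Wnt7a was at -1.40 (adjusted p = 0.00684) on the log2 scale from the same test. The Wnt7a call was lost without NT replicate 1 (adjusted p = 0.0568), from the same test. Of 28 Hippo components, 0 passed in either direction with edgeR, over all genes or adjusted over the list alone. Of them 2 were higher and 3 lower at an unadjusted p under 0.05, and DESeq2 called 0. Nf2, which encodes Merlin, had a log2 fold change of -0.72 (adjusted p = 0.0686) from the same test. The test with its thresholds misses part of the changes. Of 50 genes changed 2-fold in simulated counts for this comparison it called 34%, and of 50 changed 3-fold 64%, among 14645 genes. The median estimate for a 2-fold change was 1.00 on the log2 scale, so the fold threshold alone leaves out part of these.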

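In TRAF3 KO cells, 665 genes were higher and 166 lower than in NT, of 14645 tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the paper's thresholds. The authors' deposited table holds 756 higher and 259 lower genes at the same thresholds, of which 604 and 150 were also called here. Among the largest rises were genes with no read or almost none in NT. The desmosomal cadherin Dsg1a was at least 303-fold higher and the cytokine receptor Il5ra at least 274-fold higher, against a floor of 3 reads over the NT group. Ucma, a secreted cartilage protein, was 772 times higher (95% counting interval 213 to 6376) and the amine oxidase Aoc1 499 times higher (138 to 4125). Such floors and intervals cover counting error only. Rac2, a GTPase of blood cells, rose from 0.0889 ± 0.0359 TPM to 90.0 ± 50.7 TPM (SD, n = 2). Among the largest falls, Depp1, which FOXO factors induce, had a log2 fold change of -3.68 (standard error 0.45, adjusted p = 0.00362), the cytochrome P450 gene Cyp2f2 -3.53 (standard error 0.55, adjusted p = 0.00996) and the water channel Aqp1 -2.38 (standard error 0.36, adjusted p = 0.00847), from the same test. Of 7 interferon ligands and receptors, 3 rose and 4 did not pass, as when adjusted over the list alone. The receptor chain Ifngr1 rose by 1.91 (adjusted p = 0.000790) on the log2 scale from the same test. Ifnb1, which encodes interferon-β, had 0 and 2 reads in NT, 16 and 26 in TRAF3 KO and 1 and 3 in the double KO, a ratio of 20.1 for TRAF3 KO against NT (counting interval 5.24 to 172; adjusted p = 0.0430 from the same test). The Ifnb1 call was lost without NT replicate 1 (adjusted p = 0.178), NT replicate 2 (adjusted p = 0.0842), TRAF3 KO replicate 2 (adjusted p = 0.140), TRAF3/p100 double KO replicate 1 (adjusted p = 0.0760) and TRAF3/p100 double KO replicate 2 (adjusted p = 0.0744), from the same test. Ifnb1 also did not pass with DESeq2, reads thinned to the smallest library, a fit of the 4 libraries compared, glmTreat against a 1.5-fold change and exon reads alone. Its fitted log2 fold change, 4.18, was 7.18 without NT replicate 2 and depends on the prior count. Without NT replicate 1, 392 genes were higher and 94 lower. The number of lower genes was 83 without NT replicate 2 and 93 without TRAF3 KO replicate 2. A block of the replicate number over the NT and TRAF3 KO libraries alone was chosen after the data were seen, and with it 341 were lower and 925 higher.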

There was, however, a dramatic induction of innate immune response genes. 

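Interferon-stimulated genes, antigen presentation genes and sensors of foreign nucleic acid rose together in TRAF3 KO. Of 50 genes induced by the ISGF3 complex, 43 rose and 7 did not pass (44 rose when adjusted over the list alone). The antiviral gene Ifit3 rose by 6.09 (standard error 0.20, adjusted p = 2.92e-05) on the log2 scale and the ubiquitin-like Isg15 by 4.41 (standard error 0.23, adjusted p = 0.000112), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 23 GTPases and regulators of the interferon-γ type, 19 rose and 4 did not pass (20 rose and 1 fell when adjusted over the list alone). Of 30 genes of MHC class I and peptide loading, 25 rose and 5 did not pass (26 when adjusted over the list alone). B2m, the light chain of class I, went from 453 ± 41.0 TPM in NT to 2556 ± 345 TPM in TRAF3 KO (SD, n = 2), and the peptide transporter Tap1 rose by 3.01 (adjusted p = 0.000166) on the log2 scale from the same test. Of 10 MHC class II genes, 8 rose and 2 did not pass (9 when adjusted over the list alone), among them Cd74, the invariant chain, by 6.86 (adjusted p = 9.36e-06) from the same test, while H2-Ab1 was at least 69.3-fold higher. With a filter of 10 counts in every library 3 of the MHC class II genes could be tested and 1 rose. Of 20 cytosolic sensors of nucleic acid, 13 rose and 7 did not pass, as when adjusted over the list alone. The RNA helicase Ifih1 rose by 3.02 (adjusted p = 0.000172) and the Z-DNA binding Zbp1 by 4.20 (adjusted p = 7.68e-05) on the log2 scale from the same test. As groups these 5 lists were higher with camera at a preset correlation (highest adjusted p = 5.66e-11), with an adjusted p = 0.188 with an estimated correlation for each. With an estimated correlation 0 of all 123 set tests passed. With fry, fitted without a block, the 5 lists passed (highest adjusted p = 0.00227).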

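All 25 genes of Figure 6C, all 17 of Figure 6D and all 5 of Figure 6E were called higher, over all genes and when adjusted over the list alone. The study chose them on these samples, so these counts are not independent evidence. Among list members that Figures 6C to 6H do not show, 33 of 40 ISGF3-type genes, 16 of 20 of the interferon-γ type, 4 of 9 of MHC class I, 5 of 7 of MHC class II and 6 of 13 sensors rose. Some markers of leukocytes moved with these groups. Of 21 pan-leukocyte markers listed, 13 had enough reads to be tested and 6 of these rose (7 when adjusted over the list alone). Class I genes such as H2-K1, H2-D1 and the H2-Q and H2-T members are near-identical and share reads, so the value of each one is uncertain.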

Antigen presentation, interferon response genes, and genes responsible for foreign DNA and RNA recognition were strongly upregulated by deletion of TRAF3 (Figure 6B–E). Additionally, TRAF3 KO cells overexpress adhesion molecules *Icam1* and *Vcam1* that facilitate adhesion of recruited leukocytes (Figure 6F). 

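Icam1 and Vcam1, the ligands of leukocyte integrins, were both far higher in TRAF3 KO. Icam1 went from 1.18 ± 0.970 TPM in NT to 70.6 ± 8.81 TPM in TRAF3 KO and Vcam1 from 0.351 ± 0.0771 TPM to 78.4 ± 29.9 TPM (SD, n = 2). The log2 fold changes were 5.90 (standard error 0.49, adjusted p = 0.000679) for Icam1 and 7.65 (standard error 0.37, adjusted p = 9.62e-05) for Vcam1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both make up the list of Figure 6F, which the study chose on these samples, so that their count, also 2 when adjusted over the list alone, is not independent evidence. Of 12 adhesion molecules for leukocytes, 6 rose, 1 fell and 5 did not pass (6 and 1 when adjusted over the list alone). Madcam1, a ligand of lymphocyte integrins, rose by 7.81 (adjusted p = 0.000641), Icam5 by 3.47 (adjusted p = 0.00925) and Cd47, which binds a receptor on phagocytes, by 1.29 (adjusted p = 0.00498) on the log2 scale from the same test. Icam5 and Cd47 were chosen after their values were seen. Mcam, an adhesion molecule of the immunoglobulin family, had a log2 fold change of -2.52 (adjusted p = 0.00396) from the same test. In the double KO, Icam1 was at 91.2 ± 25.0 TPM and Vcam1 at 62.8 ± 0.274 TPM.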

Superoxide-producing NADPH-oxidase complex genes, which eliminate bacteria and fungi, were also induced (Figure 6G), as were several chemokines and growth factors (Figure 6H), but some genes that normally respond to pathogens, such as defensins, IL-8, and IL-17, were not affected.

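Of the 4 NADPH-oxidase genes of Figure 6G, 3 rose in TRAF3 KO (4 when adjusted over the list alone). Of the 9 chemokines and growth factors of Figure 6H, 8 rose (9 when adjusted over the list alone). The study chose both lists on these samples, so these counts are not independent evidence. Rac2, the GTPase of the oxidase, had a log2 fold change of 9.74 (standard error 0.60, adjusted p = 0.000209) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and its cytosolic subunit Ncf1 had 3.61 (adjusted p = 0.0169) from the same test. The Ncf1 call was lost without NT replicate 1 (adjusted p = 0.0648), TRAF3/p100 double KO replicate 1 (adjusted p = 0.0536) and TRAF3/p100 double KO replicate 2 (adjusted p = 0.0531), from the same test. Ncf1 also did not pass with a fit of the 4 libraries compared. Without double KO replicate 1 or 2, 1 of the Figure 6G genes was called higher. Of 13 NADPH oxidase genes, 3 rose, the same when adjusted over the list alone.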

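Of 20 chemokines, 4 rose and 16 did not pass (5 rose when adjusted over the list alone). Those that rose were Cxcl10 and Cxcl11, which attract activated T cells, Ccl5 and Ccl9, at log2 fold changes of 7.56 (adjusted p = 0.000139), 8.34 (adjusted p = 0.000112), 6.57 (adjusted p = 0.000681) and 5.44 (adjusted p = 0.00431) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccl17 was at 1.39 (adjusted p = 0.0742) from the same test. Ccl17 passed with DESeq2, limma on log2(TPM + 0.1), limma on log2(TPM + 1), no filter beyond 1 count, the authors' deposited p-values readjusted over the genes kept and exon reads alone. It also passed with the replicate number as a block over the NT and TRAF3 KO libraries alone (adjusted p = 0.0450), an alternative chosen after the data were seen, but not with the block over all libraries (0.122). Cxcl1 and Cxcl5, murine counterparts of IL-8, differed more between the replicates of NT and of TRAF3 KO than between these groups. Cxcl1 is named here after its values were seen. It had 462 and 5487 reads in NT, 319 and 3855 in TRAF3 KO and 3203 and 3237 in the double KO. Cxcl5 had 1401 and 33578, 1176 and 26167, and 30517 and 17968. Within replicates 1 and 2, Cxcl1 was at 18.55 and 256.6 TPM in TRAF3 KO against 25.61 and 303.2 in NT. Cxcl5 was at 41.7 and 1062 TPM against 50.03 and 1211. The values below without 1 library thus rest on an incomplete pair. In TRAF3 KO against NT their log2 fold changes were -0.44 (adjusted p = 0.887) and -0.27 (adjusted p = 0.948) from the same test. Without NT replicate 2 these were 2.03 and 3.15, without TRAF3 KO replicate 1 0.48 and 0.70, without NT replicate 1 -1.31 and -1.21, and without TRAF3 KO replicate 2 -3.23 and -3.89, and neither passed. None of the 20 defensins listed had enough reads to be tested, with at most 4 reads over the NT and TRAF3 KO libraries, so a change in them could not be tested. Of the 3 other antimicrobial peptides with enough reads and 11 genes of the IL-17 family and murine IL-8 counterparts, 0 passed with edgeR, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 0 of the first list and 2 of the second passed, the latter lower, and DESeq2 called 0. Cxcl10 and Cxcl11 overlap Art3, and Ncf1 overlaps Gtf2ird2, so part of their reads is uncertain.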

The comparison of TRAF3 KO and TRAF3/p100 double KO samples revealed that not all pathways activated by TRAF3 KO could be reversed by blocking noncanonical NF-κB signaling. 

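Most of the change in TRAF3 KO was still there in the double KO. Over the 831 genes called between TRAF3 KO and NT, the median share of the log2 fold change left in the double KO was 92.1% (SD 1.07 between the double KO replicates), and 90.3% over the 760 of them with over 3 reads in every group. It was 25.1% for 43 ISGF3-type genes, 40.4% for 19 genes of the interferon-γ type and 57.3% for 25 genes of MHC class I, but 105% for 8 genes of MHC class II. For the genes of Figures 6C to 6H it was 57.4% for antigen presentation, 30.1% for the interferon pathway, 39.7% for foreign RNA and DNA recognition, 102% for adhesion molecules, 103% for NADPH-oxidase and 94.6% for chemokines and growth factors. The last was 77.3% and 103% in the double KO replicates (SD 18.0) and 83.2% over the 6 of its 8 called genes with over 3 reads in every group. Over 4 such genes of MHC class II it was 96.2%. For the other lists the SD was at most 7.33. Cd74 stayed at a log2 fold change of 7.00 (adjusted p = 8.40e-06) in the double KO over NT, and Rac2 at 10.04 (adjusted p = 0.000374), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ifit3 was at 1.17 (adjusted p = 0.00870) from the same test. The Ifit3 call was lost without NT replicate 1 (adjusted p = 0.0598) and TRAF3/p100 double KO replicate 1 (adjusted p = 0.0554), from the same test. In the double KO, 763 genes were higher and 379 lower than in NT. Of these, 489 were also higher and 116 also lower in TRAF3 KO. Independent lists would share 34.6 and 4.30. In 30 simulations of unchanged groups all 6 libraries were drawn anew, without a repeat effect, and both comparisons used the same drawn NT libraries. These shared 0.467 and 0.500 on average. The log2 fold changes of both comparisons had r = 0.843 across genes, which are not independent replicates, where simulated unchanged groups gave 0.492 and a double KO simulated like TRAF3 KO 0.893. They had a covariance of 1.00, or 0.922 less the simulated one. The NT libraries are shared and too few to split, so part of the excess may come from them. Simulated unchanged groups gave a share of 50.1%, and a double KO simulated like TRAF3 KO one of 98.9%.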

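Without NT replicate 1 the number higher in both was 243, without double KO replicate 1 306 and without double KO replicate 2 291. In the double KO against NT, the numbers higher and lower were 333 and 138 without NT replicate 1, 467 and 159 without NT replicate 2, 407 and 118 without double KO replicate 1, and 342 and 166 without double KO replicate 2.

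**Figure D2:**
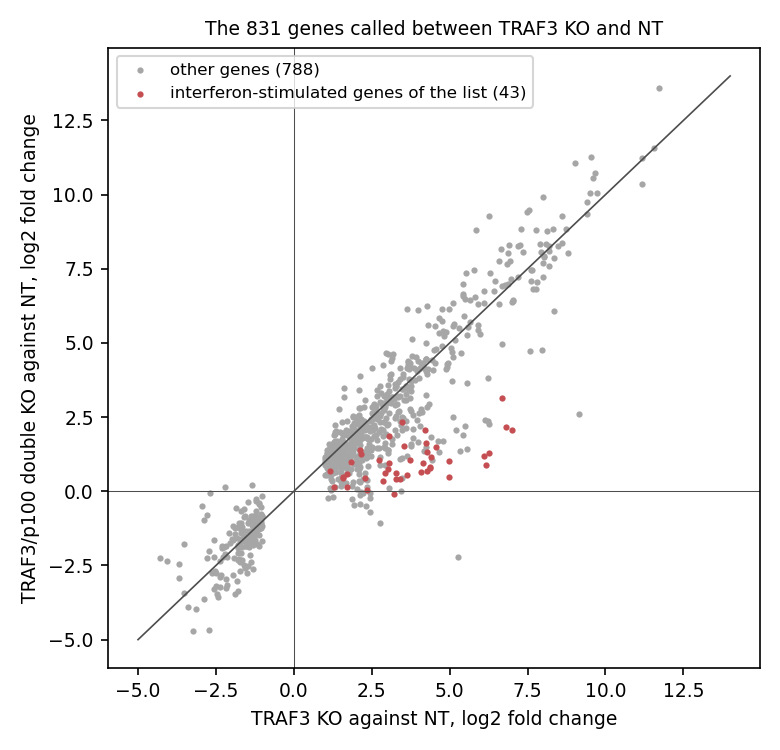
Log2 fold change over NT in TRAF3/p100 double KO (vertical) against TRAF3 KO (horizontal) for the 831 genes called between TRAF3 KO and NT. Red points are ISGF3-type genes and the line marks equal change. All 43 red points lie below the line. So do 458 of the other 788 genes. Fitted values of genes with 0 to 3 reads in a group depend on the prior count.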

We found that p100 KO partially reduces antigen presentation gene expression, the interferon response pathway, and foreign DNA and RNA recognition genes (Figure 6B–E), but differential gene expression of other pathways was not significantly changed. These data argue that antigen presentation, interferon pathways, and foreign DNA and RNA recognition genes are downstream targets of noncanonical NF-κB signaling in mammary epithelial cells. However, none of these pathways is likely to promote cell proliferation. 

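Many interferon-stimulated genes were lower in the double KO than in TRAF3 KO. Of 50 ISGF3-type genes, 40 fell in the double KO relative to TRAF3 KO and 10 did not pass (41 fell and 1 rose when adjusted over the list alone). Ifit3 was at 411 ± 80.0 TPM in TRAF3 KO and 13.2 ± 0.659 TPM in the double KO (SD, n = 2), a log2 fold change of -4.91 (standard error 0.19, adjusted p = 0.000347), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Irf7, a transcription factor that induces type I interferons, had -3.59 (standard error 0.24, adjusted p = 0.00190) from the same test. The Irf7 call was lost without TRAF3/p100 double KO replicate 2 (adjusted p = 0.0505), from the same test. The median of 43 ISGF3-type genes lay 3.62 and 3.23 above the NT mean on the log2 scale in the TRAF3 KO replicates and 0.97 and 0.87 above it in the double KO replicates. Of 23 genes of the interferon-γ type 9 fell, of 30 of MHC class I 7 and of 20 nucleic acid sensors 7 (16, 13 and 9 when adjusted over the list alone). These counts rest on both double KO replicates. Without double KO replicate 1 they were 10 of the ISGF3 type, 0 of the interferon-γ type, 0 of MHC class I and 1 of the sensors, and without double KO replicate 2 9, 0, 0 and 0. For MHC class I the count was 4 with the replicate number as a block, 4 without NT replicate 1, NT replicate 2 or TRAF3 KO replicate 1 and with a fit of the 4 libraries compared, 2 with glmTreat, 14 with DESeq2, 13 with no filter beyond 1 count and 12 with the authors' p-values. For the interferon-γ type it was 14 without either NT replicate and with a fit of the 4 libraries compared, 15 with DESeq2 or no filter beyond 1 count, and 16 with the authors' p-values or the 4 libraries whose file is not in doubt. Of 10 MHC class II genes 0 fell with edgeR, also when adjusted over the list alone, with 1 lower at an unadjusted p under 0.05 and 0 with DESeq2. Tap1 had a log2 fold change of -1.61 (adjusted p = 0.00875) and Zbp1 -2.12 (adjusted p = 0.00339) from the same test. The Tap1 call was lost without TRAF3/p100 double KO replicate 1 (adjusted p = 0.106) and TRAF3/p100 double KO replicate 2 (adjusted p = 0.109), from the same test. The Zbp1 call was lost without TRAF3/p100 double KO replicate 1 (adjusted p = 0.110) and TRAF3/p100 double KO replicate 2 (adjusted p = 0.102), from the same test. As groups the lists other than MHC class II were lower with camera at a preset correlation, with an adjusted p = 0.322 with an estimated correlation for the ISGF3-type genes, 0.322 for the interferon-γ type, 0.322 for the sensors and 0.338 for MHC class I. With fry they passed (highest adjusted p = 0.0303), but not with fry and the replicate number as a block (lowest adjusted p = 0.0694).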

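Among the genes of Figure 6C, 8 of 25 fell, of Figure 6D 11 of 17 and of Figure 6E 4 of 5 (13, 11 and 4 when adjusted over the list alone). The study chose these lists on the same samples, so the counts are not independent evidence. Over all genes, 83 were lower and 10 higher in the double KO than in TRAF3 KO, 10.8% of them higher. DESeq2 called 172 lower and 85 higher, 33.1% higher. Of the 83 lower genes, 79 had risen in TRAF3 KO over NT. By chance independent lists would share 3.77, and 30 simulations of unchanged groups shared 0.200 on average. Both comparisons use the TRAF3 KO libraries, so part of the excess may come from them. Across all genes, which are not independent replicates, the log2 fold changes of both comparisons had r = -0.111. Simulated unchanged groups gave -0.488 and a double KO simulated like TRAF3 KO -0.218. The covariance was -0.0716, against -0.0807 in simulated unchanged groups. By this covariance, taken across all genes, there was thus no reversal beyond that from shared libraries. It pools genes that fell back in the double KO with genes that changed further, so it cannot exclude a reversal in some genes. Without double KO replicate 1, 11 genes were lower and 0 higher, and 0, 4 and 0 of the genes of Figures 6C, 6D and 6E fell. Without double KO replicate 2 these numbers were 9, 0, 0, 3 and 0. The genes up in TRAF3 KO and down in the double KO then numbered 11 and 9. Without TRAF3 KO replicate 1, 54 genes were lower, 6 were higher and 4 of Figure 6C fell, and without either NT replicate 5 were higher and 5 of Figure 6C fell. With the replicate number as a block, 4 genes were higher and 4 of Figure 6C fell. From the partial fall of these groups after p100 deletion, and the lack of one in the other pathways, the paper reasons that antigen presentation, interferon and foreign DNA and RNA recognition genes lie downstream of noncanonical NF-κB signaling in mammary epithelial cells. Most of the change in the listed noncanonical NF-κB target genes remained. Of 9 tested, 0 fell in the double KO against TRAF3 KO with edgeR and 1 when adjusted over the list alone. At an unadjusted p under 0.05, 1 was lower, and DESeq2 called 1. The lower member was Nfkb2 itself, the gene targeted by the p100 guide, with a log2 fold change of -1.02. The 6 targets called in TRAF3 KO, Nfkb2 among them, kept a median of 90.3% of their change (SD 7.24 between the double KO replicates).

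**Figure D3:**
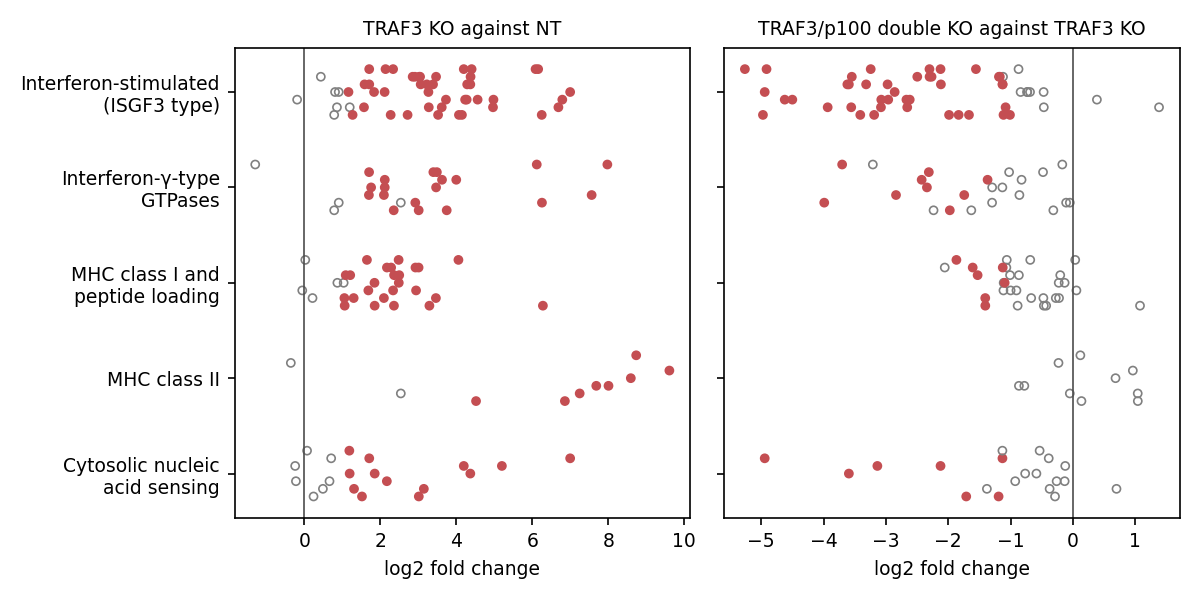
Log2 fold change of each gene of the 5 immune lists in TRAF3 KO against NT and in the double KO against TRAF3 KO. Filled red points passed the test and open grey points did not. Of the ISGF3-type genes, 43 lie above 0 and pass in the first comparison and 40 lie below 0 and pass in the second.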

Rather, the data suggest that noncanonical NF-κB signaling instead suppresses signals that normally would cause cell cycle exit.

### Loss of TRAF3 does not affect YAP signaling

Hippo/YAP signaling is a key mechanism that prevents abnormal proliferation at high density. Therefore, we tested whether the response to deletion of TRAF3 is independent of this pathway. The transcriptional co-activator YAP, a downstream effector of Hippo, is nuclear at low cell density and promotes cell cycling, but becomes phosphorylated and is cytoplasmic at high density (Ma et al., 2019). Therefore, we asked if loss of TRAF3 induces YAP translocation to the nucleus. We immunostained control, NF2 KO cells (positive control) and TRAF3 KO cells with anti-YAP antibodies. In dense cultures, YAP was predominantly cytoplasmic in the NT control cells, but nuclear in NF2 KO cells, as expected. However, deletion of TRAF3 did not induce significant nuclear accumulation of YAP, as compared to the NT control (Figure 7A and B). Moreover, comparison of expression profiles for conserved YAP target genes (Cordenonsi et al., 2011) from our RNAseq data showed an absence of any significant induction for more than 90% of conserved YAP target genes in TRAF3 KO cells compared to the NT control (Figure 7C). 

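Of 57 conserved YAP/TAZ target genes, 4 rose in TRAF3 KO over NT, 3 fell and 50 did not pass (4 rose and 4 fell when adjusted over the list alone). By the test with its fold threshold 93.0% were thus not called higher. Over all genes 665 of 14645 were called higher and 166 lower, so most genes of a list drawn at random would not be called. In both directions the share of this list called was above that of all genes. Genes not called may still have changed, since the test misses part of the 2-fold changes. Those that rose were the secreted Fstl1 with a log2 fold change of 3.72 (standard error 0.46, adjusted p = 0.00396), the ligand Tgfb2 with 1.92 (standard error 0.26, adjusted p = 0.00547), the adaptor Sh2d4a with 1.56 (standard error 0.16, adjusted p = 0.00165) and the troponin Tnnt2 with 1.10 (standard error 0.19, adjusted p = 0.0159), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Fstl1 call was lost with limma on log2(TPM + 1). The Tnnt2 call was lost without NT replicate 1 (adjusted p = 0.0623), NT replicate 2 (adjusted p = 0.102) and TRAF3 KO replicate 2 (log2 fold change 0.83, within 2-fold), from the same test. Tnnt2 also did not pass with glmTreat against a 1.5-fold change. Those that fell were Gas6, a ligand of the receptor AXL, with -1.80 (adjusted p = 0.00176), the phosphatase Dusp1 and the focal adhesion protein Tns1 with -1.72 (adjusted p = 0.00894) from the same test. Among the most used reporters of YAP activity, Ccn1 was at -0.46 (adjusted p = 0.630), Ccn2 at -0.79 (adjusted p = 0.315) and Ankrd1 at -0.70 (adjusted p = 0.539) from the same test. Ankrd1 passed with the authors' deposited p-values readjusted over the genes kept. Whatever their p, 8 of the genes were over 2-fold higher, so that by fold alone 49 of 57 (86.0%) were not over that line. With the replicate number as a block 5 were over 2-fold higher. Without TRAF3 KO replicate 1, 7 were called higher.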

We conclude, therefore, that TRAF3 loss promotes over-proliferation independently of YAP, a major regulator of cell density-dependent proliferation.

**Figure 7.**
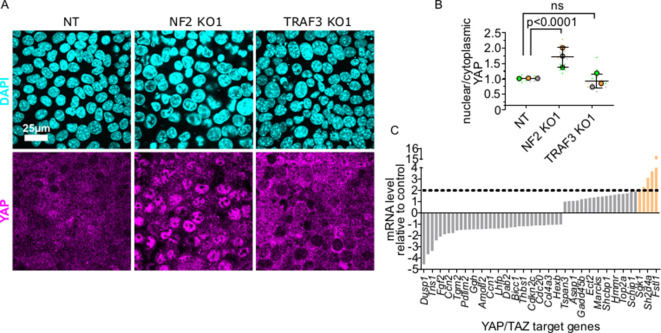
YAP/TAZ signaling is not activated by loss of TRAF3. (**A**) NT, NF2 KO1, and TRAF3 KO1 cells stained for YAP and DAPI. (**B**) Quantifications of nuclear to cytoplasmic YAP ratio in NT, NF2 KO1, and TRAF3 KO1 cells. Measurements were of at least 12 fields of view per condition per experimental replicate, and the average ratio was calculated. Data are presented as a SuperPlot (n = 3). p-values were calculated by mixed model two-way ANOVA. (**C**) Conserved YAP/TAZ gene signature expression in TRAF3 KO1 cells shown as fold differences between NT control and TRAF3 KO1. Dashed threshold line is based on 2× increase in gene expression. Figure 7—source data 1.Source data file for Figure 7.

**Figure 7—figure supplement 1.**
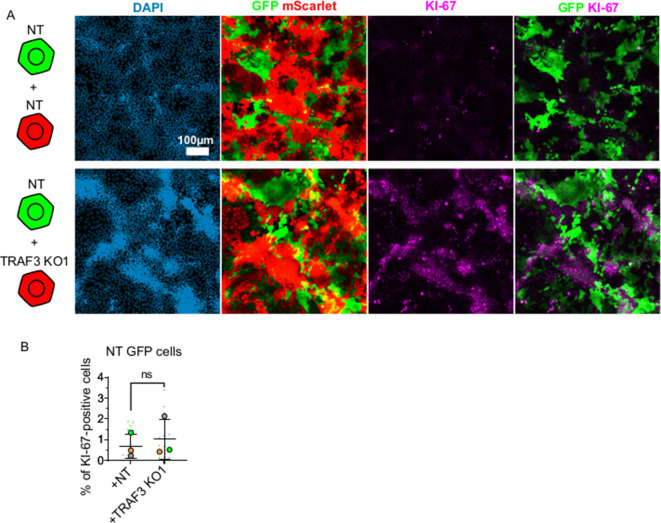
TRAF3 KO cells over-proliferate cell autonomously. (**A**) NT and TRAF3 KO1 cells labeled with GFP or mScarlet were mixed at a 1:1 ratio (NT GFP + NT mScarlet, NT GFP + TRAF3 KO1 mScarlet) and grown to 4 days post-confluency. Cells were stained for KI-67 and DAPI. (**B**) Quantifications of NT GFP cell proliferation in mixture with NT mScarlet or TRAF3 KO1 mScarlet. Proliferation was measured as percent of KI-67-positive cells to the total number of NT GFP cells. Data are presented as a SuperPlot (n = 3). p-value was calculated by mixed model two-way ANOVA. Figure 7—figure supplement 1—source data 1.Source data file for Figure 7—figure supplement 1.

**Figure 7—figure supplement 2.**
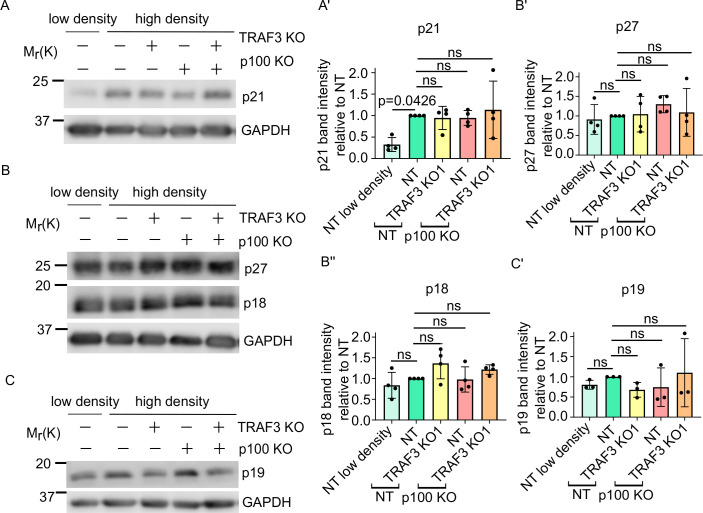
Loss of Traf3 does not affect CKI levels. (**A**) Immunoblotting for p21 in sparse NT cells, dense NT, TRAF3 KO1, NT/p100 KO, and TRAF3/p100 double KO cells. GAPDH was used as a loading control. (**B**) Western blotting for p27 and p18 in sparse NT cells, dense NT, TRAF3 KO1, NT/p100 KO, and TRAF3/p100 double KO cells. GAPDH was used as a loading control. (**C**) Western blotting for p19 in sparse NT cells, dense NT, TRAF3 KO1, NT/p100 KO, and TRAF3/p100 double KO cells. GAPDH was used as a loading control. (**A’–C’**) Quantifications of the blots (**A–C**). n = 4 for blots (**A** and **B**). n = 3 for blot (**C**). Histograms show mean ± 1 s.d. p-values were calculated by one-way ANOVA followed by Dunnett’s multiple comparisons test. Figure 7—figure supplement 2—source data 1.Source data file for Figure 7—figure supplement 2.

### The TRAF3 KO cell over-proliferation phenotype is cell autonomous

Our RNAseq data showed that several secreted factors including chemokines and growth factors (Figure 6H) are induced by loss of TRAF3, and we hypothesized that these factors might be secreted and trigger over-proliferation at high density in neighboring cells. To test this possibility, we labeled NT control cells with GFP and, separately, control or TRAF3 KO cells with mScarlet, then mixed red and green cells (NT + TRAF3 KO, or NT + NT) at a 1:1 ratio, and after 4 days post-confluency stained them for the proliferation marker KI-67 and DAPI (Figure 7—figure supplement 1A). 

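Of the growth factors in Figure 6H, Pdgfb, a mitogen for mesenchymal cells, went from 82.9 ± 11.8 TPM in NT to 218 ± 28.9 TPM in TRAF3 KO (SD, n = 2), a log2 fold change of 1.24 (standard error 0.17, adjusted p = 0.00661) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tgfb2, which arrests many epithelial cells, went from 14.8 ± 1.23 TPM to 61.5 ± 21.2 TPM. Wnt1 and Tdgf1 (Cripto) had few reads in NT. Wnt1, a Wnt ligand, had 1 and 0 reads in NT and 21 and 23 in TRAF3 KO, a ratio of 42.2 (95% counting interval 7.18 to 1703; adjusted p = 0.0337 from the same test). Tdgf1, a co-receptor for Nodal, had 2 and 1 reads in NT and 50 and 19 in TRAF3 KO, a ratio with a counting interval of 7.24 to 109.5 (adjusted p = 0.0146 from the same test). The Wnt1 call was lost without NT replicate 1 (adjusted p = 0.0991), NT replicate 2 (adjusted p = 0.171), TRAF3 KO replicate 1 (adjusted p = 0.0514) and TRAF3 KO replicate 2 (adjusted p = 0.0817), from the same test. Wnt1 also did not pass with reads thinned to the smallest library, glmTreat against a 1.5-fold change and the 4 libraries whose file is not in doubt. Wnt1 also did not pass with the replicate number as a block (adjusted p = 0.0544). It stayed called with the block over the NT and TRAF3 KO libraries alone, an alternative chosen after the data were seen. The Tdgf1 call was lost without NT replicate 1 (adjusted p = 0.0711) and NT replicate 2 (adjusted p = 0.104), from the same test. Tdgf1 also did not pass with limma on log2(TPM + 1) and the 4 libraries whose file is not in doubt. The chemokine Ccl5 was at 9.63 ± 3.66 TPM in NT and 938 ± 581 TPM in TRAF3 KO, and Ccl9 at 0.111 ± 0.0648 TPM and 6.74 ± 3.86 TPM.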

Cytokines released from the TRAF3 KO cells could then, in principle, stimulate proliferation of surrounding NT (GFP+) control cells. However, there was no significant difference in the fraction of KI-67+ cells between NT GFP cells mixed with NT mScarlet and NT GFP cells mixed with TRAF3 KO mScarlet cells (Figure 7—figure supplement 1B). These data strongly argue that the over-proliferation phenotype is cell autonomous and is not a consequence of secreted cytokines or other factors.

### Loss of TRAF3 does not affect the levels of CKIs

The p27 CKI has been reported to inhibit density-dependent proliferation in response to changes in LGL1/2 expression (Yamashita et al., 2015). Moreover, we demonstrated that shRNA knockdown of *p27* can promote cell proliferation in EpH4 cells (Figure 1B and C, Figure 1—figure supplement 1A and B). Therefore, we asked if the noncanonical NF-κB pathway suppresses CKI induction at high cell density. We immunoblotted for p27 and other CKIs including CDKN1A (p21), CDKN2C (p18), and CDKN2D (p19), in subconfluent and dense cultures (4 days post-confluency) of NT, NT/p100 KO, TRAF3 KO1, and TRAF3*/*p100 double KO cells (Figure 7—figure supplement 2A–C). p21 levels were low in cells at low density, but were high in all dense cultures, irrespective of TRAF3 or p100 expression. No significant changes in any of the other CKIs we tested were detected at low versus high cell density, or in the absence of TRAF3 or p100 (Figure 7—figure supplement 2A'–C'). These data argue that noncanonical NF-κB signaling overrides the ability of these CKIs to induce cell cycle arrest in EpH4 cells.

### Loss of TRAF3 blocks cells from entering G0

It was previously shown that TRAF3 induces over-proliferation by triggering CYCLIN D1 expression (Demicco et al., 2005; Park et al., 2006; Rocha et al., 2003; Zhang et al., 2007; Cao et al., 2001). We analyzed CYCLIN D1 in dense TRAF3 KO cells compared to NT cells by immunofluorescence. Indeed, we observed a small increase in CYCLIN D1 levels in TRAF3 KO cells compared to control (Figure 8A and B).

**Figure 8.**
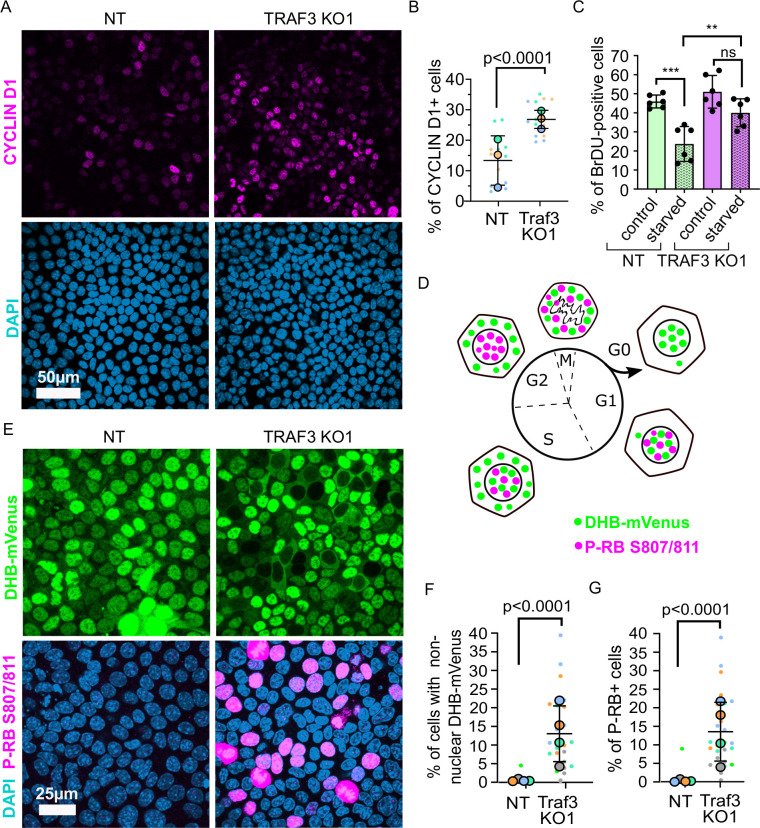
Loss of TRAF3 prevents cells from entering G0. (**A**) NT and TRAF3 KO1 cells stained for CYCLIN D1 and DAPI. (**B**) Quantifications of CYCLIN D1 positive cells in NT and TRAF3 KO cells. Data are presented as a SuperPlot (n = 3). p-value was calculated by mixed model two-way ANOVA. (**C**) NT and TRAF3 KO1 cells grown for 24 hr in regular media or media without FBS (starved) were treated with BrdU and analyzed by flow cytometry. (**D**) A schematic of DHB-mVenus and phospho-RB S807/811 localization at different phases of cell cycle. (**E**) NT and TRAF3 KO1 cells stably expressing DHB-mVenus were grown to 4 days post-confluency and stained for phospho-RB S807/811 and DAPI. (**F**) Quantifications of cells with non-nuclear DHB-mVenus localization. Data are presented as a SuperPlot (n = 4). p-value was calculated by mixed model two-way ANOVA. (**G**) Quantification of phospho-RB positive cells. Data are presented as a SuperPlot (n = 4). p-value was calculated by mixed model two-way ANOVA. Figure 8—source data 1.Source data file for Figure 8.

We hypothesized that loss of TRAF3 prevents cells from entering the G0 quiescent state. Through this mechanism loss of TRAF3 should give a proliferative advantage to cells not only at high density but also under other challenging conditions, such as starvation, that also promote entry into G0. To test this idea, we grew NT and TRAF3 KO cells in normal medium or medium devoid of FBS (Figure 8C). We observed no difference in proliferation between NT and TRAF3 KO cells in normal medium after 1 day post-confluency. However, starvation decreased proliferation in control cells but not in TRAF3 KO cells. These data suggest that loss of TRAF3 prevents cells from entering G0.

To further explore this possibility, we labeled control and TRAF3 KO cells with markers to differentiate quiescent and cycling cells. Cells exiting the cell cycle and entering G0 are known to have very low CDK2 activity. To determine if loss of TRAF3 prevents entry into G0, we used a previously validated biosensor, DHB-mVenus, which can quantitatively reveal CDK2 activity in live cells based on its distribution between the nucleus (G0/G1) and cytoplasm (G2/M) (Figure 8D; Spencer et al., 2013; Gookin et al., 2017). As shown in Figure 8E and F, at high density control cells enter quiescence, with almost exclusive nuclear localization of the biosensor. In contrast, cells lacking TRAF3 show an increased percent of cytoplasmic DHB-mVenus localization at high density, consistent with them continuing in cycle instead of entering quiescence.

Finally, we stained the cells for phospho-RB (Ser807/811). The retinoblastoma protein is a central regulator of the cell cycle and becomes dephosphorylated in G0, but is progressively phosphorylated and inactivated as cells leave G0 and move through G1 into S phase (Figure 8D; Spencer et al., 2013; Gookin et al., 2017). RB phosphorylation was very low in NT control at high density but loss of TRAF3 induced a dramatic increase in phospho-RB positive cells (Figure 8E and G). Together, these data strongly argue that the key effect of loss of TRAF3 is a failure to enter G0 under conditions that normally promote quiescence.

## Discussion

Epithelial cells possess intrinsic mechanisms to achieve and maintain an appropriate cell density, which is essential for normal tissue morphogenesis and maintenance (Fomicheva et al., 2020). Mechanisms of homeostatic cell density establishment are not fully understood. One of the most recognized pathways controlling cell density-dependent proliferation is the Hippo/YAP signaling pathway (Dupont et al., 2011). However, there are other mechanisms that control cell density independently from Hippo/YAP; for instance, LGL1/2 controls p27 levels in a density-dependent manner (Yamashita et al., 2015). With the goal of identifying novel components that control homeostatic cell density, we used an unbiased genome-wide CRISPR KO screen, in which we selected for cells that over-proliferate at high density. We uncovered a known (NF2) and two novel (TRAF3 and UBE2M) regulators of epithelial cell density. Loss of any of these genes results in increased cell proliferation at high density and multilayering of cells; however, proliferation at low cell density remains unaltered.

TRAF3 was of particular interest because this protein is essential for blood cell expansion and regulation of the immune response, but its functions in other tissues still remain unclear, although it is ubiquitously expressed (Yue et al., 2014). We discovered that loss of TRAF3 results in cell overgrowth in both mouse and human mammary gland cell lines, and mesenchymal cells (NIH 3T3 fibroblasts) as well as in primary mouse mammary gland organoids. We interrogated the mechanism of TRAF3-dependent proliferation control in mammary gland epithelial cells (Figure 9) and found that loss of TRAF3 specifically activates the noncanonical branch of NF-κB signaling, while having no effect on canonical NF-κB signaling. We further discovered that the noncanonical pathway is necessary for over-proliferation at high density in cells lacking TRAF3.

**Figure 9.**
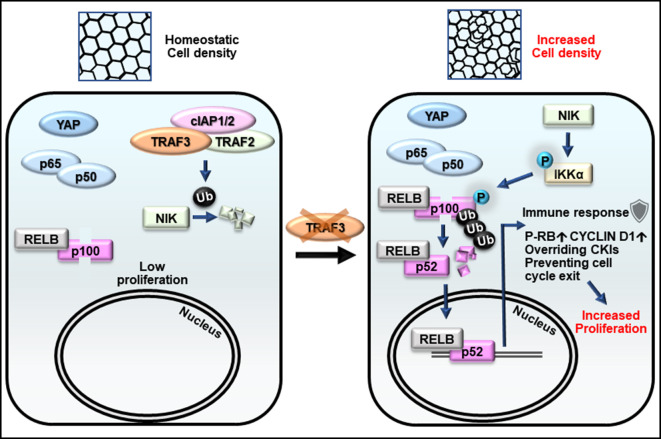
Model for the role of TRAF3 in density-dependent proliferation. Cells at high density rarely proliferate (on the left). They have active Hippo signaling (YAP is cytoplasmic), inactive canonical NF-κB (p65/p50 is cytoplasmic) and inactive noncanonical NF-κB signaling (NIK is low, p100 is not processed to p52, and RELB is cytoplasmic). Upon loss of TRAF3, Hippo and canonical NF-κB signaling remain unaltered, but noncanonical NF-κB signaling is activated (on the right). NIK levels rise in the absence of TRAF3, activates the downstream cascade, resulting in increased p100 processing to p52. The RELB/p52 complex activates innate immune response genes, including antigen presentation and interferon pathway components. It also overrides CKIs, induces CYCLIN D1 expression, and prevents entering G0 as shown by increased number of cells with active CDK2 and phosphorylated RB. Altogether it results in cell over-proliferation at high density.

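Of 26 genes of ERK MAPK signaling, 1 fell in TRAF3 KO relative to NT and 25 did not pass (0 rose and 1 fell when adjusted over the list alone). It was Dusp6, the phosphatase that ERK induces and that limits ERK, with a log2 fold change of -1.20 (standard error 0.24, adjusted p = 0.0261) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Dusp6 call was lost without NT replicate 1 (adjusted p = 0.119), TRAF3 KO replicate 2 (adjusted p = 0.116) and TRAF3/p100 double KO replicate 2 (adjusted p = 0.0500), from the same test. Dusp6 also did not pass with glmTreat against a 1.5-fold change. At an unadjusted p under 0.05, 1 was higher and 7 were lower, and DESeq2 called 1. The median log2 fold change of the list was -0.16. As a group these genes were lower with camera at a preset correlation (adjusted p = 0.0412), with an adjusted p = 0.489 with an estimated correlation.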

Our RNAseq data revealed that loss of TRAF3 does not induce the transcription of classical proliferation pathway components, including YAP/TAZ, PI3K/AKT, MAPK, TGF-β, and WNT signaling. We also demonstrated that over-proliferation caused by loss of TRAF3 is cell autonomous, as control cells did not over-proliferate when co-cultured with TRAF3 KO cells. Together, these data suggest that noncanonical NF-κB signaling does not positively drive proliferation but instead suppresses the ability of cells to exit the cell cycle. One key exit mechanism operates through induction of CKIs. For instance, in some epithelial cells p27 levels increase with density and high levels of p27 inhibit cell proliferation (Yamashita et al., 2015). However, we found no differences in levels of p27 or other CKIs (p21, p19, and p18) in cells lacking TRAF3 versus control EpH4 cells, although p21 levels do increase with increased cell density. Therefore, either EpH4 cells do not respond to CKIs or constitutive activation of the noncanonical NF-κB pathway overrides CKI-mediated cell cycle exit. Nonetheless, our data demonstrate that loss of TRAF3 prevents cells from entering quiescent state G0 as shown by increased CDK2 activity and RB phosphorylation.

RNAseq analysis revealed that loss of TRAF3 leads to the activation of immune response pathways, at least in part through noncanonical NF-κB signaling. Activated genes include antigen presentation, interferon response pathways, and genes responsible for foreign DNA and RNA recognition. Expression of these genes was reduced when p100 was deleted in theTRAF3 KO cells. However, certain genes induced in the TRAF3 KO cells, including adhesion molecules, superoxide-producing enzymes, and chemokines, were not reduced by deletion of p100. These data reveal that a mechanism independent of noncanonical NF-κB signaling can drive gene expression responses activated by loss of TRAF3.

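In the double KO against TRAF3 KO, Icam1 had a log2 fold change of 0.41 (adjusted p = 0.714) and Vcam1 of -0.21 (adjusted p = 0.798), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and neither passed. Of the NADPH-oxidase genes of Figure 6G, Rac2 had 0.31 (adjusted p = 0.772), Ncf1 -0.07 (adjusted p = 0.975) and Ncf4 0.49 (adjusted p = 0.865) from the same test. None of these genes passed with edgeR, over all genes or adjusted over the lists alone. Of them 0 were lower at an unadjusted p under 0.05 and DESeq2 called 0. Of the 9 chemokines and growth factors of Figure 6H, 2 fell and 7 did not pass, as when adjusted over the list alone. They were Cxcl10, at 115 ± 26.9 TPM in TRAF3 KO and 15.0 ± 4.37 TPM in the double KO (SD, n = 2), and Cxcl11, at 14.6 ± 3.47 TPM and 2.85 ± 0.193 TPM. Their log2 fold changes were -2.84 (standard error 0.30, adjusted p = 0.00966) and -2.26 (standard error 0.28, adjusted p = 0.0205) from the same test, and both stayed above NT, at 4.73 (adjusted p = 0.00111) and 6.07 (adjusted p = 0.000665) from the same test. The Cxcl10 call against TRAF3 KO was lost without TRAF3/p100 double KO replicate 1 (adjusted p = 0.160) and TRAF3/p100 double KO replicate 2 (adjusted p = 0.134), from the same test. Cxcl10 also did not pass with limma on log2(TPM + 0.1). The Cxcl11 call against TRAF3 KO was lost without TRAF3 KO replicate 2 (adjusted p = 0.0593), TRAF3/p100 double KO replicate 1 (adjusted p = 0.170) and TRAF3/p100 double KO replicate 2 (adjusted p = 0.197), from the same test. Cxcl11 also did not pass with the replicate number as a block (adjusted p = 0.0669). Without double KO replicate 1 or 2, 0 of the Figure 6H genes fell, and 1 fell without TRAF3 KO replicate 2 and with the block. Ccl5 had -0.27 (adjusted p = 0.843), Ccl9 1.55 (adjusted p = 0.319), Ccl17 0.50 (adjusted p = 0.618), Pdgfb -0.36 (adjusted p = 0.478) and Tgfb2 -0.12 (adjusted p = 0.889) from the same test. Ccl9 passed with the authors' deposited p-values readjusted over the genes kept. The study chose these lists on the same samples, so the counts are not independent evidence.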

The literature suggests that the loss or reduction of *Traf3* expression or activation of noncanonical NF-κB signaling might be important for hyperplasia in response to infection or contribute to cancer development. It is known that epithelial cells can respond to infection by mounting an innate immune response. The noncanonical NF-κB pathway can be activated by contact with pathogens, and bronchial, intestinal, and mammary gland epithelia can each express a variety of innate immune factors that protect the organisms against infectious agents and attract immune cells (Strandberg et al., 2005; Philpott et al., 2001). *Helicobacter pylori*, a bacterium associated with the development of gastritis and gastric cancer, activates noncanonical NF-κB signaling in a stomach epithelial cell line and in *H. pylori*-associated gastritis (Feige et al., 2018). Moreover, activation of the noncanonical NF-κB pathway in response to infection correlates with hyperplasia of the ear mucosa following otitis infection, although the mechanism was not investigated (Cho et al., 2016).

As discussed above, *Traf3* is mutated, though at low frequency, in different cancers of epithelial origin (Zhu et al., 2018), and low expression is associated with worse outcomes. Noncanonical NF-κB signaling is also associated with different epithelial cancers, including breast cancer (Sovak et al., 1997; Rojo et al., 2016) and lung cancer (Dimitrakopoulos et al., 2019). Further work will be required to determine the impact of this pathway in cancer development.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Recombinant DNA reagent (*Mus musculus*)	GeCKO v2 KO Pooled Library	Sanjana et al., 2014, PMID:25075903; Addgene	CAT: 1000000052	
Recombinant DNA reagent (*Mus musculus*)	Scrambled control shRNA	Sigma MISSION shRNA library	CAT: SHC016-1EA	
Recombinant DNA reagent (*Mus musculus*)	The p27 shRNA	Sigma MISSION shRNA library	CAT: TRCN0000287390	
Recombinant DNA reagent (*Mus musculus*)	p27-qPCR-FWD primer	This paper	N/A	TCAAACGTGAGAGTGTCTAACG
Recombinant DNA reagent (*Mus musculus*)	p27-qPCR-REV primer	This paper	N/A	CCGGGCCGAAGAGATTTCTG
Recombinant DNA reagent (*Mus musculus*)	Puromycin-qPCR-FWD primer	This paper	N/A	CTGCAAGAACTCTTCCTCACG
Recombinant DNA reagent (*Mus musculus*)	Puromycin-qPCR-REV primer	This paper	N/A	GGGAACCGCTCAACTCGG
Recombinant DNA reagent (*Mus musculus*)	Control non-targeting (NT) sgRNA	This paper	N/A	GCGAGGTATTCGGCTCCGCG
Recombinant DNA reagent (*Mus musculus*)	Nf2 sgRNA KO1	This paper	N/A	CGAGATGGAGTTCAACTGCG
Recombinant DNA reagent (*Mus musculus*)	Nf2 sgRNA KO2	This paper	N/A	ATACTGCAGTCCAAAGAACC
Recombinant DNA reagent (*Mus musculus*)	Traf3 sgRNA KO1	This paper	N/A	GTGCTCGTGCCGGAGCAAGG
Recombinant DNA reagent (*Mus musculus*)	Traf3 sgRNA KO2	This paper	N/A	TGGCCCTTCAGGTCTACTGT
Recombinant DNA reagent (*Mus musculus*)	Ube2m sgRNA KO1	This paper	N/A	GCGCAGCTCCGGATTCAGAA
Recombinant DNA reagent (*Mus musculus*)	Ube2m sgRNA KO2	This paper	N/A	GAGTCGGCCGGCGGCACCAA
Recombinant DNA reagent (*Mus musculus*)	Nfkb2/p100 sgRNA KO1	This paper	N/A	CTGAGCGTGATAAATGACGT
Recombinant DNA reagent (*Mus musculus*)	Nfkb2/p100 sgRNA KO2	This paper	N/A	CTGTTCCACAATCACCAGAT
Recombinant DNA reagent (*Mus musculus*)	Map3k14/NIK sgRNA KO1	This paper	N/A	TCAGAGCGCATTTTCATCGC
Recombinant DNA reagent (*Mus musculus*)	Map3k14/NIK sgRNA KO2	This paper	N/A	GTCGAGGCAGTACCGGTCGC
Recombinant DNA reagent (*Homo sapiens*)	Traf3 sgRNA KO1	This paper	N/A	AGATTCGCGACTACAAGCGG
Recombinant DNA reagent (*Homo sapiens*)	Traf3 sgRNA KO2	This paper	N/A	CCTCACATGTTTGCTCTCGC
Recombinant DNA reagent (*Homo sapiens*)	DHB-mVenus	Spencer et al., 2013, PMID:24075009; Addgene	CAT: 136461, RRID:Addgene_136461	
Recombinant DNA reagent (synthetic)	ES-FUCCI	Sladitschek and Neveu, 2015, PMID:25909630; Addgene	CAT: 62451, RRID:Addgene_62451	
Recombinant DNA reagent (*Mus musculus*)	pWPI mScarlet NIK-ΔT3	This paper	N/A	Mouse NIK with deleted TRAF3 binding motif (amino acids 78–84) cloned into pWPI-mScarlet vector
Antibody	Anti-NF2/MERLIN (rabbit monoclonal)	CST	CAT: 6995S, RRID:AB_10828709	(1:750), WB
Antibody	Anti-TRAF3 (mouse monoclonal)	Santa Cruz	CAT: sc-6933, RRID:AB_628390	(1:200), WB
Antibody	Anti-UBE2M (rabbit polyclonal)	Proteintech	CAT: 14520–1-AP	(1:500), WB
Antibody	Anti-NF-κB2 p100/p52 (rabbit polyclonal)	CST	CAT: 4882, RRID:AB_10695537	(1:750), WB
Antibody	Anti-NIK (rabbit polyclonal)	CST	CAT: 4994S, RRID:AB_2297422	(1:500), WB
Antibody	Anti-RELB (rabbit monoclonal)	Abcam	CAT: ab180127	(1:1000), WB; (1:300), IF
Antibody	Anti-NF-kappaB Pathway Sampler Kit Antibody	CST	CAT: 9936, RRID:AB_561197	(1:1000), WB
Antibody	Anti-CDKN1B/p27 (rabbit polyclonal)	BD Transduction Laboratories	CAT: 610241, RRID:AB_610241	(1:1000), WB
Antibody	Anti-p21 (mouse monoclonal)	Invitrogen	CAT: ma5-14353, RRID:AB_10986834	(1:1000), WB
Antibody	Anti-p19 (rabbit polyclonal)	Santa Cruz	CAT: sc-1063, RRID:AB_2078865	(1:200), WB
Antibody	Anti-p18 (rabbit polyclonal)	Santa Cruz	CAT: sc-1064, RRID:AB_2078729	(1:200), WB
Antibody	Anti-GAPDH (rabbit monoclonal)	CST	CAT: 2118S, RRID:AB_561053	(1:2000), WB
Antibody	Anti-α-tubulin (mouse monoclonal)	Sigma-Aldrich	CAT: T-9026, RRID:AB_477593	(1:4000), WB
Antibody	Anti-actin (mouse monoclonal)	Sigma-Aldrich	CAT: A4700, RRID:AB_476730	(1:4000), WB
Antibody	Anti-BrdU antibodies (rat monoclonal)	Abcam	CAT: ab6326, RRID:AB_305426	(1:800), IF, Flow
Antibody	Anti-YAP (rabbit polyclonal)	Novus Biologicals	CAT: NB110-58358, RRID:AB_922796	(1:200), IF
Antibody	Anti-phospho-RB Ser807/811 (rabbit monoclonal)	CST	CAT: 8516S, RRID:AB_11178658	(1:1000), IF
Antibody	Anti-CYCLIN D1 (mouse monoclonal)	Invitrogen	CAT: MA5-11387, RRID:AB_10987096	(1:50), IF
Antibody	Anti-KI-67 (rabbit polyclonal)	Invitrogen	CAT: 18-0191Z, RRID:AB_86661	1:70, IF
Antibody	Anti-Phospho-HISTONE H3 (Ser10) (mouse monoclonal)	CST	CAT: 9706S, RRID:AB_331748	1:300, IF
Antibody	Anti-E-CADHERIN (rat monoclonal)	Thermo Fisher Scientific	CAT: 14-3249-80, RRID:AB_1210459	1:500, IF
Others	Hoechst 33342 Fluorescent dye	Life Technologies	CAT: 62249	1:1000, IF
Others	DAPI Fluorescent dye	Sigma-Aldrich	CAT: 422801	1:500, IF
Others	DRAQ5 Fluorescent dye	CST	CAT: 4084	1:1000, IF
Cell line (*Mus musculus*)	EpH4	Dr. Jurgen Knoblich, Institute of Molecular Biotechnology, Vienna, Austria		Identity verified by RNAseq, DNA sequencing and immunofluorescent staining for epithelial markers
Cell line (*Homo sapiens*)	HEK293T	ATCC	RRID:CVCL_0063	
Cell line (*Homo sapiens*)	MCF10a	ATCC	RRID:CVCL_0598	
Cell line (*Mus musculus*)	NIH 3T3	ATCC	RRID:CVCL_0594	
Strain (*Mus musculus*)	C3H/HeNCrl	Charles River Laboratories	CAT: CRL:025, RRID:IMSR_CRL:025	
Chemical compound, drug	BV6	ApexBio	CAT: B4653	
Software, algorithm	GraphPad Prism	GraphPad	RRID:SCR_002798	
Software, algorithm	CLC Genomics Workbench	QIAGEN	RRID:SCR_011853	
Software, algorithm	Ingenuity Pathway Analysis (Qiagen)	QIAGEN	SCR_008653	
Software, algorithm	Fiji is just ImageJ	N/A	RRID:SCR_002285	
Software, algorithm	MAGeCK software	Li et al., 2014, PMID:25476604	N/A	

### Whole-genome CRISPR KO screen

Mouse CRISPR GeCKO v2 Knockout Pooled Library (Shalem et al., 2014; Sanjana et al., 2014) was purchased from Addgene. The library was amplified according to the developer’s protocol (Shalem et al., 2014; Sanjana et al., 2014). Library lentiviruses were produced as described below. EpH4-FUCCI cells transduced with the library were grown for 10 days to allow time for gene-editing and depletion of the target proteins. The cells were then seeded at 100,000 cells/cm^2^ and cultured for 4 days, then trypsinized with 0.25% trypsin (Gibco) and 4 × 10^7^ cells (about 300 cells per sgRNA) were sorted on a FACSAria III for mCitrine+ (proliferating) cells. This population was replated, expanded, and resorted for mCitrine+ cells. This process was repeated for a total of three sorts. Genomic DNA from 4 × 10^7^ cells before sorting, and after the first, second, and third rounds of sorting was purified using Blood and Cell Culture DNA Midi Kit (Qiagen). The sgRNA sequences were PCR amplified (26 × 100 μl reactions) from genomic DNA (~260 μg) using adaptor primers developed by the Zhang laboratory. The products of the first PCR reactions were amplified again with Illumina index primers to add barcodes and Illumina adaptors. The products of this reaction were purified and sequenced on a Novaseq instrument. We utilized MAGeCK software (Li et al., 2014) to analyze the fastq files. A read count distribution graph was generated using RStudio.

### Plasmid constructs and primers

ES-FUCCI (plasmid # 62451; Sladitschek and Neveu, 2015) and DHB-mVenus (plasmid #136461; Spencer et al., 2013) were purchased from Addgene. The *p27* shRNA clone TRCN0000287390 in pLKO1 was obtained from the Sigma MISSION shRNA library. *p27* knockdown was tested by qPCR and compared to cells transduced with a scrambled non-targeting control shRNA (Figure 1—source data 1).

The sgRNAs used in this study are listed in the Key Resources Table. sgRNAs were cloned into lentiCRISPR v2 vector at the *BsmB*I restriction site using Zhang lab protocol (Shalem et al., 2014; Sanjana et al., 2014). p100 sgRNAs were cloned into a modified pLVTHM GFP vector between *Cla*I and *Mlu*I sites or into lentiCRISPR v2 vector.

Deletion of TRAF3 binding motif (amino acids 78–84) from wild-type NIK cDNA was performed by site-directed mutagenesis. NIK-ΔT3 cDNA was cloned into the pWPI mScarlet vector between *BamH*I and *Asc*I sites.

### Cell culture, lentiviral transductions, transfections, and chemicals

EpH4 cells were obtained from Dr. Jurgen Knoblich (Institute of Molecular Biotechnology, Vienna, Austria). HEK293T, MCF10a, and NIH 3T3 were obtained from the ATCC. Cells are routinely tested for mycoplasma contamination by Hoechst DNA staining, and all were found to be negative. EpH4, NIH 3T3, and HEK293T cells were cultured in DMEM (Gibco) supplemented with 10% fetal bovine serum (Atlanta Biologicals) and 1× penicillin/streptomycin (Life Technologies). MCF10a cells were cultured in DMEM/F12 media (Gibco) supplemented with 5% horse serum (Gibco), EGF 20 ng/ml (Sigma), hydrocortisone 0.5 mg/ml (Sigma), cholera toxin 100 ng/ml (MP Biomedicals), insulin 10 μg/ml (Sigma), and 1× penicillin/streptomycin (Life Technologies). EpH4 cells were seeded at 100,000 cells/cm^2^ and cultured for 1 or 4 days. MCF10a cells were seeded at 100,000 cells/cm^2^ and cultured for 5 days. Lentiviruses were produced by calcium phosphate transfection of HEK293T cells with lentivectors and lentiviral packaging vectors psPAX2 and pMD2.G. Lentiviruses were collected and concentrated 48 hr after transduction, utilizing Amicon centrifugal filter units. EpH4 and MCF10a cells were transduced by lentiviruses by shaking cells and viruses in suspension at 400 rpm, 37°C for 1 hr. Transduced cells were selected by puromycin (CRISPR v2 vectors) or FACS (pWPI mScarlet, pLVTHM GFP, and DHB-mVenus vectors). EpH4 cells used for mixing experiments were NT pWPI mScarlet, NT pLVTHM GFP, and *Traf3* KO1 pWPI mScarlet. SMAC mimetic BV6 was purchased from ApexBio (B4653).

To develop the EpH4 ES-FUCCI stable cell line we linearized the ES-FUCCI vector with *Ase*I and transduced cells using Xfect (Clontech) according to the manufacturer’s protocol. Cells were selected with 300 µg/ml Hygromycin followed by FAC sorting of mCitrine+ and/or mCherry+ cells.

### Flow cytometry analysis

Cells were treated with 3 µg/ml BrdU (Sigma-Aldrich) for 1 hr, then washed in sterile PBS and trypsinized. Trypsin was blocked with complete medium plus 50 µg/ml DNase to reduce clumping of cells. Cells were pelleted, incubated in 5 mM EDTA in PBS on ice for 10 min, and fixed in 4% paraformaldehyde (PFA) for 15 min at room temperature. BrdU incorporation was detected after treatment with 2N HCl for 20 min at 37°C, washing with 1.5 M Na2B4O7, blocking in Western Blocking reagent (Roche), and staining with anti-BrdU antibodies (1:800, Abcam, ab6326). Cells were analyzed using a Fortessa flow cytometer and analyzed using FlowJo.

### Immunoblotting

Cells were lysed in buffer containing 0.1% Triton-X100, 20 mM HEPES (pH 7.4), 50 mM NaCl, and 2 mM EDTA supplemented with a protease inhibitor cocktail (Roche), Calyculin A, and PhosStop phosphatase inhibitors (Roche). Cell lysates were briefly sonicated and centrifuged at 16,100 g for 10 min. After centrifugation, the soluble fraction was boiled with SDS sample buffer for 5 min. Antibodies used for western blotting are listed in the Key Resources Table.

### Immunofluorescence staining, image acquisition, and analysis

Cells were grown on LabTek II chamber slides (Thermo Scientific) for the indicated times and fixed with 4% PFA at room temperature for 15 min. Cells were permeabilized with 0.2% Triton X-100, blocked in 1× Western Blocking Reagent (Roche), and labeled for IF imaging. Primary antibodies used for IF are listed in the Key Resources Table. Secondary labeling was performed using Alexa Fluor secondary antibodies (1:500-1:1000, Life Technologies). Samples were mounted using Fluoromount G (Electron Microscopy Sciences). Laser scanning confocal images were acquired using 20×/0.75 Plan Apo or 100×/1.40 Plan Apo oil immersion objectives on a Nikon A1R inverted confocal microscope (Nikon Instruments Inc). Epifluorescence images were acquired using an EVOS FL inverted microscope (Life Technologies). Fiji software was used for post-acquisition processing.

Fiji Temporal Color Code function (fire color scale) was used for depth color coding of cells for visualization of multilayering. To measure the percent of multilayering in KO cells, we used Fiji software to process confocal image stacks of cells that had been grown to high density and stained for a nuclear marker. A single slice above the monolayer (about 8 µm above the center of the nuclei in the first layer of cells) was processed using Gaussian blur and Threshold to create a binary mask. It was analyzed using Measure particles function to determine the percent of total area that is above the monolayer. Data were collected for five fields of view in three biological repeats.

Nuclear/cytoplasmic ratio of YAP was measured using the ImageJ Intensity Ratio Nuclei CytoplasmTool (RRID:SCR_018573; https://github.com/MontpellierRessourcesImagerie/imagej_macros_and_scripts/wiki/Intensity-Ratio-Nuclei-Cytoplasm-Tool).

### Real-time qPCR

Total RNA was extracted with TRIzol (Life Technologies). cDNA was reverse transcribed using the SuperScript III First-Strand Synthesis System (Invitrogen). qPCR was performed with triplicate replicates on a BioRad CFX96 Thermocycler and analyzed using the ΔΔCt method. Expression levels were calculated relative to *Gapdh. p27* levels were assessed using *p27* primers. The primers are listed in the Key Resources Table. The enrichment of cells containing sh-*p27* after FACS was assessed using puromycin resistance gene primers, because the Puro cassette was integrated into the cell genome together with the *p27* shRNA.

### RNA sequencing

NT, TRAF3 KO1, and TRAF3/p100 double KO EpH4-FUCCI cells were sorted for non-proliferating cells (mCherry+) by FACS. RNA from NT, TRAF3 KO1, and TRAF3/p100 double KO cells from two experimental repeats was isolated using the RNeasy Mini Kit (Qiagen). RNA quality control was performed using a 2100 Bioanalyzer (Agilent Technologies). Samples had RNA integrity numbers in the range 8.1–9.3. Sequencing was performed using the NovaSeq 6000 Sequencing System (Illumina, San Diego, CA). Data were processed and analyzed with CLC Genomics Workbench and Ingenuity Pathway Analysis (Qiagen).

### Mouse mammary gland organoids

Mammary glands were isolated from 8-week-old C3H mice as described previously (Pasic et al., 2011). Cells were then briefly treated with 0.25% trypsin and filtered through a 40 μm strainer. Primary mammary cells were transduced with lentiCRISPR v2 NT control and *Traf3* KO1 and grown for 8 days in 50% Matrigel (Corning) supplemented with Organoid Growth Medium (DMEM/F12 (Gibco), 5 ng/ml EGF (Sigma), 3 ng/ml mFGF2 (R and D Systems), and 1× ITS (Millipore Sigma)). Then organoids were fixed with PFA and immunostained. All mouse experimental procedures were approved by Vanderbilt Institutional Animal Care and Use Committee; IACUC protocol number M1800045, Exp: 04/26/2021.

### Statistical analysis

Data were tested for normality by Shapiro–Wilk test and then analyzed by Student’s t-test, one-way ANOVA, or mixed model two-way ANOVA statistical test using GraphPad Prism software. When using ANOVA, post hoc analysis was done using Tukey or Dunnett multiple comparison tests. All statistical analyses were considered significant at p<0.05. Data presented as SuperPlots (Lord et al., 2020) combine individual measurements (small dots color coded for each replicate), mean values for each replicate (large dots color coded for each replicate), and mean ± s.d.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE147767 All other data generated or analysed during this study are included in the manuscript and supporting files. The following dataset was generated: FomichevaMMacaraIG2020RNA sequencing of NT control cells, Traf3 KO, and Traf3/p100 double KO cellsNCBI Gene Expression OmnibusGSE147767

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

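RNA of EpH4-FUCCI cells was measured in 6 libraries: NT control, TRAF3 KO and TRAF3/p100 double KO, with 2 replicates of each, sorted for mCherry on day 4 after confluency. The authors mapped the reads and counted them per gene in CLC Genomics Workbench, so the deposited counts are raw reads per gene, as total, unique, exon and intron reads. The authors' software also gave the TPM, exon reads per exon length scaled to the same total in every sample, and the RPKM, exon reads scaled to exon length and to the reads of the sample. The deposited comparison tables hold the authors' log2 fold change, p-value and FDR, the higher group mean RPKM, and a signed fold change as a score for each gene. The version of CLC, its mapping settings, the genome build and the strand setting are not given in the sources used here. The paper also sorted genes into pathways with IPA, which was not analysed here.

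The 6 files hold 25644 genes each. The files labelled NT replicate 2 and TRAF3 KO replicate 1 were exchanged, as the paper's source data and the group means of the authors' comparison tables give them, a choice made once the files had been read. 0 columns of values per sample were left without a sample. Total gene reads were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr (min.count 10, min.total.count 15, large.n 10, min.prop 0.7) kept 14645 genes, libraries were normalized by TMM, and a model with one mean per group was fitted to all 6 libraries. It has 3 residual degrees of freedom and a prior of 4.13, and the biological coefficient of variation was 19.5%. The quasi-likelihood F test was made for TRAF3 KO against NT, the double KO against TRAF3 KO and the double KO against NT, with Benjamini-Hochberg adjustment over all genes tested. A gene was called when its adjusted p was under 0.05 and its fold change over 2.

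The replicate numbers were read as pairing the libraries across the groups, because the sample labels name them experimental repeats 1 and 2 and the paper describes RNA of the 3 cell types from 2 experimental repeats. This reading was settled only after the calls with and without a block had been seen. Deviations from the group means of libraries with the same number had a correlation across 14645 genes, which are not independent replicates, of 0.407 between NT and TRAF3 KO, -0.114 between NT and the double KO and -0.220 between TRAF3 KO and the double KO. Principal component 3 put replicates 1 and 2 at 18.2 and -24.4 in NT, 22.2 and -30.1 in TRAF3 KO and -11 and 25.1 in the double KO. Whether the double KO libraries, whose files carry another submission number, belong to the same 2 repeats cannot be told. The model has no block, since the paper describes none, so its tests do not use this pairing. The value with the replicate number as a block is printed where it changes a call or moves a count of calls by over 1.5 times. Under this reading, fits without 1 library rest on an incomplete pair.

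Genes were also counted in 45 lists, those of Figures 6C to 6H and 7C and lists of the pathways, cell types and processes at issue. The 41 lists with at least 5 tested members were tested as groups with camera (inter-gene correlation preset to 0.01 or estimated) and fry of limma 3.58.1, on log2 CPM with a prior count of 2. The groups, tests, thresholds, lists and the rule for naming genes were fixed before the data were examined, though values in the paper's figures and source data had been seen. The rule names the genes that the paper names for this experiment, the 8 called genes with the largest rise and fall in each comparison with a group mean of at least 5 TPM and the same direction in every pair of libraries, and in each list the members with the smallest adjusted p and the most abundant member that did not pass. Folds against a group with no reads were computed against a floor of 3 reads over the group, and ratios with 1 to 3 reads carry a 95% binomial counting interval.

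The share of the TRAF3 KO change left in the double KO is the ratio of the log2 fold changes over NT, as a median over called genes, and the overlap of calls was set beside 30 simulations of each kind. The steps were tested on simulated data with known folds. The alternatives planned were DESeq2 1.42.0 with its own size factors, limma on log2(TPM + 0.1) or log2(TPM + 1) for genes with a mean of at least 0.5 TPM, no composition normalization, upper quartile normalization, no filter beyond 1 count, at least 10 counts in every library, unique gene reads, libraries thinned to the smallest, the 4 libraries compared alone, the replicate number as a block, no fold threshold, glmTreat against a 1.5-fold change, the authors' p-values readjusted over the genes kept, and each library left out in turn. Alternatives chosen after seeing the data were exon reads alone, the files as labelled, the 4 libraries whose labels and paper give the same file, the NT and TRAF3 KO libraries with a block, and the block with the double KO numbers exchanged. Among those 4 libraries, NT is held only by replicate 1 and TRAF3 KO only by replicate 2, so genotype and repeat cannot be told apart there. Tables were read and figures drawn in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and data.table 1.17.8 was used in R. The CRISPR screen, blots and imaging of the paper were not analysed here.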

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

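The gene set tests were planned, and the tests of technical explanations were chosen only after the result was seen. In genes outside those the paper discusses, 4 lists moved as groups in TRAF3 KO against NT with camera at its preset correlation and with fry, and none of them passed with an estimated correlation. Pan-leukocyte markers were higher (adjusted p = 1.73e-06; fry 0.0161; 0.356 with an estimated correlation), with 6 of 13 called among those with enough reads to be tested, of 21 listed. Apoptosis regulators were higher (0.000294; 0.0325; 0.398): 6 of 28 rose and 1 fell (8 and 1 when adjusted over the list alone), among them the death ligand Tnfsf10 (log2 fold change 2.77 (adjusted p = 0.00487) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Extracellular matrix genes and proteases were higher (0.0442; 0.0493; 0.450): 4 of 29 rose (6 when adjusted over the list alone). Mitochondrially encoded genes were lower (2.51e-06; 0.0459; 0.398) with a median log2 fold change of -0.61: of 13, 0 passed with edgeR or when adjusted over the list alone, 9 were lower at an unadjusted p under 0.05, and DESeq2 called 0. With fry and the replicate number as a block, the matrix genes and the mitochondrial genes did not pass (adjusted p = 0.0864 and 0.103).

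The rise of leukocyte-type genes in TRAF3 KO covers Rac2 and Cd37, a membrane protein of lymphocytes (log2 fold change 2.77 (adjusted p = 0.00528), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1 of 8 macrophage and 2 of 4 lymphocyte markers (1 and 3 when adjusted over the list alone). These are the markers with enough reads to be tested, of 18 macrophage and 14 lymphocyte markers listed. Of the 4 lymphocyte markers, 2 had 0 to 3 reads in a group. Leukocytes mixed into the samples would bring their abundant transcripts, but the 5 genes Ptprc, Laptm5, Cd53, Cd52 and Tyrobp had 22 reads together in TRAF3 KO and 8 in NT, 0.222% of the 9893 reads of Rac2 in TRAF3 KO, and a sort for mCherry would remove cells without the reporter. Reads shared between paralogs do not account for it either, since 6 of the 6 called markers were also called with unique gene reads. Expression of these genes by TRAF3 KO epithelial cells remains as a hypothesis, found and tested on the same data. Cd37 overlaps Tead2, and the list shares Rac2 with Figure 6G.

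Some inflammatory genes were low in replicate 1 and high in replicate 2 of both NT and TRAF3 KO. They were 13 of 25 canonical NF-κB target genes, among them Cxcl1, Cxcl5, Il1b and Tnf, named after their values were seen. Their median log2 difference was 3.12 in NT and 3.22 in TRAF3 KO. These medians cover the 13 genes that showed the pattern, not the rest of the list. Whether files as attached in the labels account for this pattern was tested. Of the genes called from the 4 libraries whose file is not in doubt, 7.50% lie with the labels in both doubtful files and 66.6% lie the other way round in both. In that call NT replicate 1 and TRAF3 KO replicate 2 stand alone in their groups, so the spread comes from the double KO replicates. The test was first set to need 75% lying the other way round, missed that and so decided nothing. It was then set, after that result, to need under 25% lying with the labels, so no conclusion is drawn from it. The exchange of the files rests on the matches with the paper's source data and the authors' group means. Depth does not account for the pattern. Replicate 2 had more gene reads than replicate 1 in NT (47754086 and 39912595) but fewer in TRAF3 KO (42206014 and 45266359). The lower of the group medians was 3.29 with libraries thinned to the smallest. Thinning keeps ratios alike on average, so it could hardly change this value. Nor does TRAF3 KO RNA mixed into NT replicate 2 account for the pattern. For this, 47 genes at least 50-fold higher in TRAF3 KO than in NT replicate 1 were chosen without the reads of NT replicate 2. They allow a median of 0.269% and at most 3.97% of such RNA. The pattern genes need a median of 71.3% and at least 11.4%. A difference between the cultures of the repeats stays open, and no biological explanation was tested.

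ISGF3-type genes were lower in the double KO than in TRAF3 KO, 40 of them called. The smaller share of intron reads in the double KO does not account for it, as 39 of the 40 were also called lower with exon reads alone. With libraries thinned to the smallest 40 were, so the calls do not rest on unequal depth. Thinning keeps ratios alike on average, so it could not test the size of the fall. The separate submission of the double KO libraries and the deletion of p100 cannot be told apart, because 0 libraries of NT or TRAF3 KO carry the submission number of the double KO files.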

How the results depend on the processing

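The alternatives with exon reads alone, the files as labelled, the 4 libraries whose file is not in doubt, a block over NT and TRAF3 KO alone and a block with the double KO numbers exchanged were chosen after the data were seen, and the others were planned. Of the named genes called, 51 of 60 in TRAF3 KO against NT, 4 of 9 in the double KO against TRAF3 KO and 5 of 5 in the double KO against NT passed under each alternative chosen beforehand that gave a value, leaving out a library aside, and 48, 1 and 4 with each library left out. The counts with all libraries were 665 genes higher in TRAF3 KO than in NT, 166 genes lower in TRAF3 KO than in NT, 10 genes higher in the double KO than in TRAF3 KO, 83 genes lower in the double KO than in TRAF3 KO, 763 genes higher in the double KO than in NT, 379 genes lower in the double KO than in NT, 25 Figure 6C genes higher in TRAF3 KO, 8 Figure 6C genes lower in the double KO, 17 Figure 6D genes higher in TRAF3 KO, 11 Figure 6D genes lower in the double KO, 8 Figure 6H genes higher in TRAF3 KO, 2 Figure 6H genes lower in the double KO, 2 Figure 6F genes higher in TRAF3 KO, 0 Figure 6F genes lower in the double KO, 3 Figure 6G genes higher in TRAF3 KO, 0 Figure 6G genes lower in the double KO, 5 Figure 6E genes higher in TRAF3 KO, 4 Figure 6E genes lower in the double KO, 4 Figure 7C genes higher in TRAF3 KO, 57 gene set tests passed, a share left of 92.1%, 79 genes up in TRAF3 KO and down in the double KO and 489 genes up in both over NT. Counts under the alternatives that moved over 1.5 times, and shares that moved by more than their SD, follow. With DESeq2 there were 258 genes lower in TRAF3 KO than in NT, 85 genes higher in the double KO than in TRAF3 KO, 172 genes lower in the double KO than in TRAF3 KO, 14 Figure 6C genes lower in the double KO, a share left of 93.9% and 134 genes up in TRAF3 KO and down in the double KO. With limma on log2(TPM + 0.1) there were 110 genes lower in TRAF3 KO than in NT, 1 gene higher in the double KO than in TRAF3 KO, 224 genes lower in the double KO than in NT, 5 Figure 6C genes lower in the double KO, 1 Figure 6H gene lower in the double KO and a share left of 90.7%. With limma on log2(TPM + 1) there were 101 genes lower in TRAF3 KO than in NT, 5 genes higher in the double KO than in TRAF3 KO, 202 genes lower in the double KO than in NT and a share left of 86.7%. With no composition normalization there was a share left of 90.2%. With no filter beyond 1 count there were 262 genes lower in TRAF3 KO than in NT, 70 genes higher in the double KO than in TRAF3 KO, 147 genes lower in the double KO than in TRAF3 KO, 14 Figure 6C genes lower in the double KO, a share left of 94.1% and 129 genes up in TRAF3 KO and down in the double KO. With a filter of 10 counts in every library there were 5 genes higher in the double KO than in TRAF3 KO, 3 Figure 6H genes higher in TRAF3 KO, 0 Figure 6H genes lower in the double KO, 1 Figure 6G gene higher in TRAF3 KO and a share left of 87.4%. With a fit of the 4 libraries compared there were 5 Figure 6C genes lower in the double KO, 1 Figure 6G gene higher in TRAF3 KO and a share left of 90.7%. With no fold threshold there were 286 genes lower in TRAF3 KO than in NT, 721 genes lower in the double KO than in NT and 8 Figure 7C genes higher in TRAF3 KO. With glmTreat against a 1.5-fold change there were 74 genes lower in TRAF3 KO than in NT, 2 genes higher in the double KO than in TRAF3 KO, 49 genes lower in the double KO than in TRAF3 KO, 478 genes higher in the double KO than in NT, 153 genes lower in the double KO than in NT, 2 Figure 6C genes lower in the double KO, a share left of 90.6% and 49 genes up in TRAF3 KO and down in the double KO. With the authors' deposited p-values readjusted over the genes kept there were 291 genes lower in TRAF3 KO than in NT, 126 genes higher in the double KO than in TRAF3 KO, 164 genes lower in the double KO than in TRAF3 KO, a share left of 94.3% and 131 genes up in TRAF3 KO and down in the double KO. With exon reads alone there were 3 genes higher in the double KO than in TRAF3 KO and a share left of 93.2%. With the files as labelled, edgeR called 0 genes in each comparison and list and 0 in each overlap, no share could be computed, and 25 gene set tests passed. Named genes that changed sign with the files as labelled, TRAF3 KO against NT, were Bmp4 0.20, Fstl1 -0.20, Ifih1 -0.18, Ifit3 -0.35, Ifngr1 -0.26, Igkc -1.05, Il5ra -0.30, Isg15 -0.44, Mylk -0.23, Tdgf1 -1.31, Tgfb2 -0.59, Tnfsf10 -0.61, Tns1 0.14 and Zbp1 -0.30 on the log2 scale. Named genes that changed sign with the files as labelled, the double KO against NT, were Cxcl10 -1.57, Cxcl11 -0.98 and Ifit3 -4.10 on the log2 scale. With the 4 libraries whose file is not in doubt there were 270 genes lower in TRAF3 KO than in NT, 55 genes higher in the double KO than in TRAF3 KO, 125 genes lower in the double KO than in TRAF3 KO, 10 Figure 7C genes higher in TRAF3 KO and a share left of 84.5%. Named genes that changed sign with the 4 libraries whose file is not in doubt, TRAF3 KO against NT, were Cxcl1 2.93 and Cxcl5 4.09 on the log2 scale. That fit sets NT replicate 1 alone against TRAF3 KO replicate 2 alone, so genotype and repeat cannot be told apart in it. Cxcl1 and Cxcl5 were low in replicate 1 and high in replicate 2 of both groups. With p adjusted over the list alone there were 13 Figure 6C genes lower in the double KO. With a fold over 2 whatever its p there were 8 Figure 7C genes higher in TRAF3 KO. With estimated inter-gene correlation there were 0 gene set tests passed. Leaving out each library in turn gave 392 to 765 genes higher in TRAF3 KO than in NT, 83 to 175 genes lower in TRAF3 KO than in NT, 0 to 9 genes higher in the double KO than in TRAF3 KO, 9 to 91 genes lower in the double KO than in TRAF3 KO, 333 to 818 genes higher in the double KO than in NT, 118 to 415 genes lower in the double KO than in NT, 0 to 10 Figure 6C genes lower in the double KO, 3 to 11 Figure 6D genes lower in the double KO, 0 to 2 Figure 6H genes lower in the double KO, 1 to 3 Figure 6G genes higher in TRAF3 KO, 0 to 4 Figure 6E genes lower in the double KO, 3 to 7 Figure 7C genes higher in TRAF3 KO, a share left of 84.4 to 92.8%, 9 to 82 genes up in TRAF3 KO and down in the double KO and 243 to 546 genes up in both over NT. Limma on TPM shifted the median log2 fold change of all genes in TRAF3 KO against NT to 0.136 and 0.125. With an estimated correlation 19 of 123 set tests had an unadjusted p under 0.05, and 47 passed with fry. Leaving out a library leaves fewer samples and the stricter filters test fewer genes. For the other counts that moved, the cause was not tested. In simulated counts the test called 44% of 50 genes changed 2-fold in the double KO against TRAF3 KO and 40% in the double KO against NT, and 82%, 92% and 92% of those changed 8-fold in the 3 comparisons.

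With the replicate number as a block there were 4 genes higher in the double KO than in TRAF3 KO, 4 Figure 6C genes lower in the double KO and 1 Figure 6H gene lower in the double KO. With the NT and TRAF3 KO libraries and the replicate number as a block there were 341 genes lower in TRAF3 KO than in NT. With the replicate block over all libraries 610 genes were higher and 136 lower in TRAF3 KO than in NT. Apart from the calls, counts and set tests beside which its value is printed, the block changed no other call of a named gene. In TRAF3 KO against NT, the block over the NT and TRAF3 KO libraries alone lost 0 calls among 69 named-gene values and gained 1. The block with the double KO numbers exchanged lost 0 calls among 94 such values over all comparisons. With the double KO numbers exchanged in the block, the counts of higher and lower genes were 786 and 252 in TRAF3 KO against NT, 32 and 116 in the double KO against TRAF3 KO and 910 and 507 in the double KO against NT, with a share left of 93.5%.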

Differences from the paper's values

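Of the 57 log2 fold changes in the source data of Figure 7C, 3 differ from the values here by more than the standard error or in sign. For Lhfp the paper gives -0.46 and the value here was -0.27; with limma on log2(TPM + 0.1), limma on log2(TPM + 1), unique gene reads, the authors' deposited p-values readjusted over the genes kept, without NT replicate 2 and without TRAF3 KO replicate 1 the value lies within its error of the paper's with the same sign, and with the others chosen beforehand it does not. For Ddah1 the paper gives 0.0704 and the value here was -0.0485; with limma on log2(TPM + 0.1), limma on log2(TPM + 1), no composition normalization, the authors' deposited p-values readjusted over the genes kept, without NT replicate 2 and without TRAF3 KO replicate 2 the value lies within its error of the paper's with the same sign, and with the others chosen beforehand it does not. For Schip1 the paper gives 0.91 and the value here was 0.65; with limma on log2(TPM + 0.1), limma on log2(TPM + 1), unique gene reads and the authors' deposited p-values readjusted over the genes kept the value lies within its error of the paper's with the same sign, and with the others chosen beforehand it does not. In the source data of Figure 6, the log2 TPM of Tgfb2 in TRAF3 KO replicate 2 is 6.17 in the paper and 5.54 in the deposited file, and no alternative changes this value. By fold alone, the source data of Figure 7C hold 5 genes over 2-fold higher in the paper (91.2% of 57 not over the line) and the values here 8 (86.0%), so at that line the share here is below the paper's more than 90%. It was above 90% with limma on log2(TPM + 1) (91.1%), the replicate number as a block (91.2%), the authors' deposited p-values readjusted over the genes kept (91.2%), without NT replicate 1 (93.0%) and without TRAF3 KO replicate 2 (94.7%), and, among alternatives chosen after seeing the values, with the files as labelled (91.2%), the NT and TRAF3 KO libraries and the replicate number as a block (93.0%) and the block with the double KO numbers exchanged (93.0%). With the others chosen beforehand it was not, from 80.7% up to 89.3%. By the test with its fold threshold 93.0% were not called higher.

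The paper shows Ccl17 among the genes higher in TRAF3 KO, and it was not called here, with an adjusted p of 0.0742 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccl17 was called with DESeq2, limma on log2(TPM + 0.1), limma on log2(TPM + 1), no filter beyond 1 count and the authors' deposited p-values readjusted over the genes kept, and, among alternatives chosen after seeing the values, with exon reads alone and the NT and TRAF3 KO libraries and the replicate number as a block. In all, 3 of 4 genes of Figure 6G and 8 of 9 of Figure 6H were called higher. The paper states that deleting p100 did not reduce chemokines. Here Cxcl10 and Cxcl11 were lower in the double KO than in TRAF3 KO, at log2 fold changes of -2.84 and -2.26, and the other 7 of 9 genes of Figure 6H did not pass. Without double KO replicate 1 and without double KO replicate 2, none of these genes was called lower, and with the replicate number as a block Cxcl11 was not. With a filter of at least 10 counts in every library neither Cxcl10 nor Cxcl11 could be tested.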

Other observations

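The alternatives with exon reads alone and with the 4 libraries whose file is not in doubt were chosen after the result was seen, and the other tests in this part were not. A minority of the basal markers and matrix genes rose in TRAF3 KO over NT. Of 10 basal and myoepithelial markers 3 rose and 7 did not pass (3 rose and 1 fell when adjusted over the list alone), Krt17 by 6.67 (standard error 0.26, adjusted p = 6.42e-05), Krt14 by 2.50 (standard error 0.21, adjusted p = 0.000679) and the kinase Mylk by 2.24 (standard error 0.18, adjusted p = 0.000566) on the log2 scale, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 29 matrix genes and proteases 4 rose and 25 did not pass, with an adjusted p = 0.450 for the group with an estimated correlation and 0.450 for the basal markers. Mmp9, a gelatinase, rose by 4.88 (adjusted p = 0.000485) and the glycoprotein Tnc by 3.68 (adjusted p = 0.000250) from the same test. Col4a1, a basement membrane collagen, had 5.55 (adjusted p = 0.00308), rose from 0.0518 ± 0.0105 TPM to 4.64 ± 3.46 TPM (SD, n = 2) and overlaps Col4a2. Of 22 luminal markers 1 rose, the milk protein Csn2, at least 16.6-fold in TRAF3 KO and at least 64.5-fold in the double KO over NT. Of 18 mesenchymal markers 1 rose and 1 fell (3 and 1 when adjusted over the list alone). Of the NF-κB pathway components, 11 of 31 rose (12 when adjusted over the list alone), among them the adaptor Traf1 by 2.79 (adjusted p = 0.00190) and the inhibitor Nfkbie by 2.17 (adjusted p = 0.00158) from the same test. Of noncanonical NF-κB targets 5 of 9 rose and 1 fell (6 and 1 when adjusted over the list alone), and of canonical targets 2 of 25 rose (3 when adjusted over the list alone). The 2 counts cannot be set against each other. Of the canonical targets, 13 differed widely between the replicates of NT and of TRAF3 KO, so a rise in them could be missed. At an unadjusted p under 0.05, 6 of the 25 were higher and 0 lower. With the replicate number as a block over all libraries 2 rose.

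In other lists few genes passed one by one in TRAF3 KO against NT, though some lists were lower as groups. Rises and falls numbered 0 and 1 of 23 genes linked to quiescence, 1 and 1 of 27 immediate early and dissociation genes, 1 and 1 of 23 genes of cholesterol synthesis, and 2 and 0 of 22 of glycolysis and hypoxia. With the replicate number as a block 3 genes linked to quiescence and 2 immediate early and dissociation genes fell, and 0 of cholesterol synthesis rose. Adjusted over each list alone they were 1 and 3, 1 and 4, 1 and 1, and 2 and 0. Of 38 cytoplasmic ribosomal proteins and 6 endothelial and adipocyte markers 0 passed with edgeR. Adjusted over the list alone, 0 and 1 were higher and 0 and 1 lower. At an unadjusted p under 0.05, 0 and 1 were higher and 0 and 1 lower, and DESeq2 called 0 and 1. As groups, immediate early and dissociation genes and ribosomal proteins were lower with camera at a preset correlation (adjusted p = 0.00396 and 0.00215), but not with fry (0.321 and 0.527) or an estimated correlation (0.528 and 0.749). Genes linked to quiescence were lower with fry (0.0277), with 0.0574 at a preset correlation (0.0253 with the replicate number as a block) and 0.356 at an estimated correlation.

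In the double KO against TRAF3 KO, Cntn1, an adhesion molecule of neurons, and Dpysl3, a cytoskeletal protein, were among the largest rises at log2 fold changes of 1.77 (adjusted p = 0.0155) and 1.53 (adjusted p = 0.0398) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Cntn1 call was lost without TRAF3/p100 double KO replicate 1 (adjusted p = 0.128) and TRAF3/p100 double KO replicate 2 (adjusted p = 0.167), from the same test. Cntn1 also did not pass with limma on log2(TPM + 0.1). Cntn1 also did not pass with the replicate number as a block (adjusted p = 0.0542). The Dpysl3 call was lost without NT replicate 1 (adjusted p = 0.0687), NT replicate 2 (adjusted p = 0.0671), TRAF3 KO replicate 1 (adjusted p = 0.191), TRAF3 KO replicate 2 (adjusted p = 0.0801), TRAF3/p100 double KO replicate 1 (adjusted p = 0.212) and TRAF3/p100 double KO replicate 2 (adjusted p = 0.235), from the same test. Dpysl3 also did not pass with limma on log2(TPM + 0.1), limma on log2(TPM + 1), a fit of the 4 libraries compared, glmTreat against a 1.5-fold change, exon reads alone and the 4 libraries whose file is not in doubt. Dpysl3 also did not pass with the replicate number as a block (adjusted p = 0.0745). The macrophage gene Mpeg1 had -2.75 (adjusted p = 0.0496) from the same test. The Mpeg1 call was lost without TRAF3 KO replicate 1 (adjusted p = 0.118), TRAF3/p100 double KO replicate 1 (adjusted p = 0.313) and TRAF3/p100 double KO replicate 2 (adjusted p = 0.235), from the same test. Mpeg1 also did not pass with limma on log2(TPM + 0.1), a filter of 10 counts in every library, glmTreat against a 1.5-fold change and exon reads alone. Mpeg1 also did not pass with the replicate number as a block (adjusted p = 0.0745). Principal components of the log2 CPM held 60.9% (NT apart from the other groups), 15.9% (TRAF3 KO apart from the double KO) and 11.6% (replicate 1 apart from replicate 2 in NT and TRAF3 KO, and the other way round in the double KO) of the variance.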
